# Myc and Fgf Are Required for Zebrafish Neuromast Hair Cell Regeneration

**DOI:** 10.1371/journal.pone.0157768

**Published:** 2016-06-28

**Authors:** Sang Goo Lee, Mingqian Huang, Nikolaus D. Obholzer, Shan Sun, Wenyan Li, Marco Petrillo, Pu Dai, Yi Zhou, Douglas A. Cotanche, Sean G. Megason, Huawei Li, Zheng-Yi Chen

## Abstract

Unlike mammals, the non-mammalian vertebrate inner ear can regenerate the sensory cells, hair cells, either spontaneously or through induction after hair cell loss, leading to hearing recovery. The mechanisms underlying the regeneration are poorly understood. By microarray analysis on a chick model, we show that chick hair cell regeneration involves the activation of proliferation genes and downregulation of differentiation genes. Both *MYC* and *FGF* are activated in chick hair cell regeneration. Using a zebrafish lateral line neuromast hair cell regeneration model, we show that the specific inhibition of Myc or Fgf suppresses hair cell regeneration, demonstrating that both pathways are essential to the process. Rapid upregulation of Myc and delayed Fgf activation during regeneration suggest a role of Myc in proliferation and Fgf in differentiation. The dorsal-ventral pattern of *fgfr1a* in the neuromasts overlaps with the distribution of hair cell precursors. By laser ablation, we show that the *fgfr1a*-positive supporting cells are likely the hair cell precursors that directly give rise to new hair cells; whereas the anterior-posterior *fgfr1a*-negative supporting cells have heightened proliferation capacity, likely to serve as more primitive progenitor cells to replenish lost precursors after hair cell loss. Thus *fgfr1a* is likely to mark compartmentalized supporting cell subtypes with different capacities in renewal proliferation and hair cell regeneration. Manipulation of c-MYC and FGF pathways could be explored for mammalian hair cell regeneration.

## Introduction

The main cause of deafness in human is the loss or degeneration of sensory hair cells (HCs) in the inner ear. The mammalian inner ear does not spontaneously regenerate HCs after damage or cell death. In contrast, in birds and fish, HCs can be regenerated following HC death, leading to hearing restoration [1–4]. HC regeneration in the non-mammalian vertebrates is achieved by proliferation of supporting cells (SCs) that subsequently differentiate into new HCs. Adult mammalian SCs lack the capacity to divide or transdifferentiate, thus hearing loss as the result of HC loss is permanent. Identification and characterization of key regeneration pathways in chick and fish will likely provide insight into the regeneration process with the tools that can be tested for similar HC regeneration in mammals.

Despite the work in non-mammalian vertebrates over the years, the essential pathways that govern HC regeneration are still largely unknown. To establish a model by which key HC regeneration pathways can be identified and studied, we used microarray to profile gene expression during HC regeneration in the chick basilar papilla (BP). We subsequently used the zebrafish lateral line HC regeneration model to study the functional significance of the candidate pathways. Like HCs in chick BP, the HCs in zebrafish lateral line neuromasts can be regenerated from SCs after HC loss by ototoxic drugs [5–8]. The HCs in the neuromasts are structurally and functionally similar to mammalian HCs. Further due to their localization on the surface of the body, they are accessible to various treatments to induce hair cell death and regeneration, and can be visualized in live fish.

We report here that microarray analysis of chick BP identified two pathways, c-MYC and FGF, that are activated during HC regeneration. By specific inhibition of each pathway, we show that both are essential in HC regeneration in zebrafish lateral line neuromasts, with the primary roles in proliferation and differentiation, respectively. We further show that *fgfr* expression likely defines the organization of neuromast SCs, with *fgfr1a*-positive SCs serving as HC precursors; whereas *fgfr1a*-negative SCs serving as more primitive progenitor cells.

## Results

### Microarray analysis of HC regeneration in a chick model

In non-mammalian vertebrates such as chick and fish, HCs are readily regenerated after HC loss [3, 9] mainly from SC proliferation, and to a lesser degree from SC to HC transdifferentiation [1, 2, 4]. In gentamicin treated chick BP, most damaged HCs are ejected from the sensory epithelium by 48 hours (hrs) after injection. New HCs are regenerated first from transdifferentiation and later on from SC proliferation. The DNA synthesis peaks at 72 hrs after gentamicin injection [1, 10]. As the genes and pathways differentially expressed at these two time points should be critical for chick HC regeneration, we performed microarray analysis on the chick BP at 48 and 72 hrs after gentamicin.

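The basal part of the chick basilar papilla (BP), the auditory sensory epithelium of birds, was compared between untreated chicks and age-matched chicks at 48 and 72 hrs after gentamicin, an aminoglycoside antibiotic that kills hair cells (HCs). The chicks were 12 to 16 days old, and RNA pooled from several papillae was hybridized to the Affymetrix chicken genome array. There were 2 arrays, named as biological replicates, for each of the 3 groups. Their titles number them 1 and 2, which is followed here, while the source names give the number 2 to both control arrays and both 48 hr arrays. An array gave 1 intensity on a linear scale for each of 38535 probe sets, which are groups of short probes for 1 transcript. The paper names dChip for normalization and expression levels, and the submitters' processing notes name MAS5. The median intensity was 26.47 and 27.97 on the control arrays, 26.95 and 28.55 on the 48 hr arrays and 28.23 and 30.1 on the 72 hr arrays, and between 51.7% and 54.4% of an array's values were under 32. Values were taken as deposited and transformed to log2.

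The log2 levels in S1 Table equal those of the replicate 1 arrays, within 0.015, for all 5184 listed entries. The paper gives no reason for the absence of replicate 2 from that table. Log2 fold changes of replicate 1 (its treated array minus its control array) are therefore given first, followed by those of replicate 2 and of the means of both replicates. Across the 9320 probe sets with a mean log2 intensity over 7, the fold changes of the 2 replicates correlated with r = 0.190 at 48 hrs and r = 0.117 at 72 hrs. Probe sets are not independent replicates. The 3′ probe set of the reference gene GAPDH was brighter than its 5′ probe set by 2.46 and 3.31 on the control arrays, by 3.01 and 4.97 on the 48 hr arrays and by 2.05 and 4.58 on the 72 hr arrays, so that the gap was wider on the replicate 2 array of each group. Such a gap widens with RNA degradation. The 72 hr replicate 2 array, which also had the widest such gap for EF1A (3.94, against 1.59 to 3.01 on the other arrays), stood apart on the first principal component of those 9320 probe sets, at -41.36 against -9.63 to 19.52 for the other arrays (50.4% of the variance).

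After 153 control probe sets were left out, 38382 probe sets were analysed, of which 687 are for viral transcripts. Of the 38535, the platform's annotation gives 1 gene symbol to 27178, several to 177 and none to 11180. A gene with several probe sets is given by the brightest of them. The paper's rule for differential expression, a log2 fold change over 0.6 or under -0.6 without a test, was applied, and limma was fitted to all 6 arrays with Benjamini-Hochberg adjustment over the 38382 probe sets. In simulated arrays of this size, which vary independently, changes were placed only in probe sets brighter than the median. At 72 hrs limma recovered 1.5% of those changed by 1 on the log2 scale, 37.9% of those changed by 2 and 74.4% of those changed by 3. Recovery among dimmer probe sets was not simulated. Shifts of 30 gene lists fixed in advance were tested with camera, which compares a list with all other genes at an inter-gene correlation preset to 0.01. Camera was repeated with the correlation estimated from the arrays. No list passed with it, also where the estimate was under 0.01, so not passing does not show that a list did not move.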

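Genes of cell division led those that rose by 72 hrs after gentamicin. RRM2, a subunit of ribonucleotide reductase, was higher by 5.55 on the log2 scale in replicate 1 and by 4.94 in replicate 2, and its log2 intensity over both was 4.25 ± 0.47 (SD, n = 2 arrays) in controls and 9.49 ± 0.90 (SD, n = 2) at 72 hrs. The log2 fold change was 5.24 (standard error 0.45, adjusted p = 0.013 from limma), and 4.49 with a floor of 32, under which the controls lie (adjusted p = 0.58 from limma). HES6, a transcription factor of the HES family, was higher by 5.18 and 3.74, with a log2 fold change of 4.46 (standard error 0.40, adjusted p = 0.013 from limma), and of 3.65 with a floor of 32 (adjusted p = 0.66 from limma). With each gene given by its brightest probe set, and only where that is brighter than the median of the array and both treated values lie beyond both controls, the other genes with the largest rise were PBK, a mitotic kinase, KPNA2, a nuclear import receptor, the transcription factor MYBL1, CKAP2, the topoisomerase TOP2A, FAM83D, the spindle motor KIF11 and the centromere gene CENPW, with log2 fold changes from 3.28 (CENPW) to 4.35 (PBK) and adjusted p from 0.013 to 0.043. With a floor of 32, under which most of their controls lie, these ranged from 1.81 (KIF11) to 4.05 (KPNA2), and none passed limma. TOP2A and CENPW kept 3.41 and 3.28 with the floor (adjusted p = 0.35 and 0.30 from limma), so a smaller fold change did not end their calls. By that choice of probe sets 2 larger rises are left out. MKI67, a marker of dividing cells on a dimmer probe set, had 4.73 (adjusted p = 0.048 from limma), and a probe set of the spindle checkpoint gene BUB1B had 5.52 (adjusted p = 0.0058 from limma), while the brightest BUB1B probe set had -0.49 in replicate 1 and -0.11 in replicate 2. In all, 18 probe sets rose and 16 fell at 72 hrs in limma.

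The genes that fell at 72 hrs lie on the W chromosome, the sex chromosome that hens carry and cocks lack. Of the 16 probe sets, 10 have a gene symbol, and all 10 belong to 7 genes placed on W in the assembly GRCg7b, while the other 6 are unnamed here. HINTW had a log2 intensity of 11.30 ± 0.30 (SD, n = 2) in controls, 11.20 ± 0.58 (SD, n = 2) at 48 hrs and 3.83 ± 0.15 (SD, n = 2) at 72 hrs, a log2 fold change of -7.47 at 72 hrs (standard error 0.31, adjusted p = 4.9e-04 from limma). SPIN1L, UBE2R2L, LOC374195, LOC430910, HNRNPKL and LOC107049459 also fell, to levels at 72 hrs under 32, where the size of a fall is not well measured. With a floor of 32 their log2 fold changes ranged from -2.56 (SPIN1L) to -4.57 (LOC430910), HINTW had -6.30 (adjusted p = 0.179 from limma), and none of the 7 passed limma. LOC431003, another W gene, NCF4, a subunit of the phagocyte oxidase, and the extracellular superoxide dismutase SOD3 had the largest values of the other genes by the same choice, from -2.38 (SOD3) to -2.95 (LOC431003), and did not pass limma. Genes of the Z chromosome, of which cocks carry 2 copies and hens 1, had a median log2 fold change at 72 hrs of 0.41 in replicate 1 and 0.21 in replicate 2 over the 638 brighter probe sets, against 0.03 and -0.02 for 13929 probe sets of other chromosomes. At 48 hrs the medians of the brighter probe sets were 0.20 in replicate 1 and -0.10 in replicate 2 for Z genes and -0.64 and 0.17 for W genes. The paper's text and the labels do not give the sex of the chicks. A difference in sex between the 72 hr and control pools could not be separated from the time after gentamicin.

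At 48 hrs no probe set passed limma (1039 had an unadjusted p under 0.05, where uniform p values would give 1919.1). The largest values above controls by the same choice were those of CALB2 (calretinin, a calcium-binding protein), HES6, the tubulin TUBB6, the small heat shock protein HSPB9, the stress-induced transcription factor ATF3, the EGF family ligand HBEGF, TMSB15B, MYBL1, LOC107051857 and OVOA, with log2 fold changes from 1.90 (OVOA) to 4.55 (CALB2). The largest values below controls by that choice, from -1.29 (FN1) to -2.84 (C14orf180), were those of C14orf180, NCF4, LOC107049264, DYTN, the Notch effector HES5, RPE65, LSM4, MANSC4, NRIP2 and the fibronectin gene FN1. The value of LSM4 depended on the processing, ranging from -1.54 to -0.28 under other choices that leave out no single array.

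By the fold rule, 5801 probe sets were higher and 5116 lower at 48 hrs in replicate 1, and 6452 were higher and 4918 lower at 72 hrs. In replicate 2 the counts were 6095 and 5238 at 48 hrs and 8380 and 6346 at 72 hrs, and on the means of both replicates they were 4166 and 3360 at 48 hrs and 5377 and 3516 at 72 hrs. Both replicates passed the rule in one direction for 1543 higher and 1114 lower probe sets at 48 hrs (921.2 and 698.2 if the replicates were independent) and for 1899 and 1129 at 72 hrs (1408.7 and 813.1). Those expectations take every probe set as equally likely to pass, while 6547 of the 7526 that passed on the means at 48 hrs were dimmer than the median. Opposite directions were found for 1156 probe sets higher and 1298 lower in replicate 1 at 48 hrs, and for 1260 and 1417 at 72 hrs. Comparison with those expectations therefore does not show agreement between the replicates. The difference between the 2 arrays of a group, scaled to the spread of a difference of means, passed the rule for 8052 probe sets in controls, 8667 at 48 hrs and 10758 at 72 hrs, against 7526 for 48 hrs and 8893 for 72 hrs compared with controls. That comparison takes the arrays as independent. The difference between the fold changes of the 2 replicates, divided by 2, in which deviations shared by arrays of one number cancel, passed for 7082 probe sets at 48 hrs and 8385 at 72 hrs. With a floor of 32 the counts on the means were 325 higher and 358 lower at 48 hrs and 1037 and 574 at 72 hrs, and with equal array medians those at 72 hrs were 4184 and 4559. In limma, leaving out either control array left 0 higher and 0 lower probe sets at 72 hrs, leaving out either 48 hr array left 1 and 9, leaving out either 72 hr array left 0 and 1, and a prior variance without a trend gave 0 and 0.

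**Figure D1:**
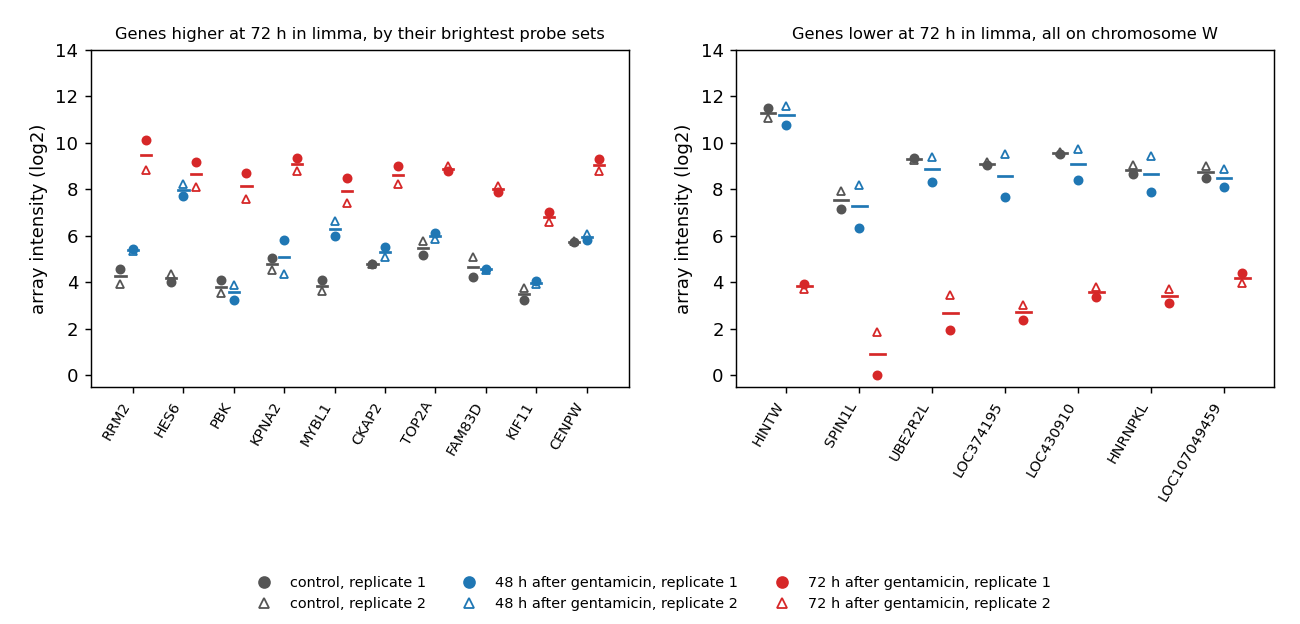
Log2 array intensity (y axis) of the 10 genes with the largest rise at 72 hrs when each gene is given by its brightest probe set and that is brighter than the median (left; MKI67 and another probe set of BUB1B rose more than most of them) and of the 7 W chromosome genes that fell (right). Filled circles are replicate 1, open triangles replicate 2 and short lines the means of 2 arrays; the W genes at 72 hrs lie at means from 0.92 (SPIN1L) to 4.19 (LOC107049459), against 7.56 (SPIN1L) to 11.30 (HINTW) in controls.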

By comparison of the basal region of the BP of chicks treated or untreated with gentamicin, microarray identified 1097 and 987 genes to be up- or down-regulated by more than 1.5-fold at 48 hours (hrs); whereas 1649 and 1010 genes to be up- or down-regulated at 72 hrs. 

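Genes with large values at both times included HES6, MYBL1 and GADD45G above the controls and NCF4, HES5 and CHRNA9 below them. MYBL1 was higher by 1.91 in replicate 1 and 3.01 in replicate 2 at 48 hrs and by 4.42 and 3.76 at 72 hrs. GADD45G, a growth arrest and DNA damage gene of the Z chromosome, was higher by 1.54 and 1.36 at 48 hrs and by 1.95 and 1.32 at 72 hrs (adjusted p = 0.93 and 0.083 from limma). NCF4 was lower at each time in each replicate, with differences of -2.01 and -3.65 at 48 hrs and of -4.66 and -0.82 at 72 hrs. CHRNA9, an acetylcholine receptor subunit of HCs, had differences of -1.15 and -0.81 at 48 hrs and of -1.75 and -0.77 at 72 hrs, and neither gene passed limma.

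On the replicate 1 arrays, 3266 probe sets were higher and 2149 lower at both times by the fold rule. The counts were 3356 and 2063 on the replicate 2 arrays and 2106 and 1128 on the means of both replicates. Independent lists of the sizes found on the means would share 583.6 and 307.8 probe sets. Both times were compared with the same control arrays, however, and groups with no effect simulated against shared controls shared 1960.1 higher and 1954.8 lower probe sets on average over 100 simulations. With no array in common, 1725 probe sets were higher at 48 hrs in replicate 1 and at 72 hrs in replicate 2 (1266.5 if independent) and 1125 were lower (845.9). The reverse choice of arrays gave 1466 higher (1024.6) and 1000 lower (671.2). These expectations also take every probe set as equally likely to pass, so an excess over them does not show a shared change. The covariance of the log2 fold changes at the 2 times was 0.155, against 0.214 with no effect simulated. The simulated arrays vary independently. The difference between the fold changes of the 2 replicates, divided by 2, passed the rule in one direction at both times for 3128 probe sets, against 3234 for the means, and had a covariance of 0.156. With a floor of 32, 102 probe sets were higher and 157 lower at both times on the means.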

Between the two time points, 500 and 435 genes were commonly up- or down-regulated (S1A Fig and S1 Table).

We performed DAVID (the Database for Annotation, Visualization and Integrated Discovery) to identify the enriched Gene Ontology (GO) pathways. 

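Genes of mitosis and chromosome segregation were higher together at 72 hrs. Of 81 such genes, 59 were higher by the fold rule on the means and 0 were lower, and 44 were higher in both replicates. The median log2 fold change of the list was 1.66 in replicate 1, 0.82 in replicate 2 and 1.22 over both (adjusted p = 1.3e-46 from camera, adjusted p = 0.53 with an estimated correlation, and adjusted p = 0.17 from the rotation test fry). In limma 9 of the 81 rose, and 44 when adjusted over the list alone. SMC4, a condensin subunit, was higher by 3.47 and 2.54 in the 2 replicates and the spindle checkpoint kinase BUB1 by 2.80 and 2.39 (adjusted p = 0.043 and 0.049 from limma). NUSAP1, a spindle protein, and KIF23, a motor of cytokinesis, had log2 fold changes of 3.70 and 2.80 (adjusted p = 0.077 and 0.083 from limma). At 48 hrs the median of the list was 0.27 in replicate 1, 0.06 in replicate 2 and 0.10 over both (camera, adjusted p = 0.145), and 0.17 without control replicate 2 (camera, adjusted p = 0.013).

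The terms of S2 Table were chosen by the study on these samples, so their direction here is not independent evidence. At 72 hrs, 26 of 45 measured genes of its cell cycle term were higher and 3 lower on the means, with medians of 0.93 in replicate 1, 0.54 in replicate 2 and 0.85 over both (camera, adjusted p = 1.1e-21). Its microtubule cytoskeleton term had 19 of 35 genes higher and 0 lower (medians 1.04, 0.39 and 0.67, adjusted p = 1.6e-17), and its DNA metabolic process term 19 of 41 higher and 0 lower (medians 0.77, 0.26 and 0.54, adjusted p = 5.8e-12). For each of these 3 terms, adjusted p = 0.114 with an estimated correlation. CCNB1, the cyclin of mitotic entry, rose by 3.07 and 2.34 (adjusted p = 0.043 from limma). The helicase subunit MCM5 was higher by 1.45 and 1.56 and the kinase SLK by 0.72 and 3.34, without passing limma. ATP binding was not tested, because the copy of S2 Table used here holds only part of its gene list.

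The genes of the downregulated terms were lower in replicate 1, and the extracellular matrix genes among them were not lower in replicate 2. The median of the 36 genes of the extracellular matrix term was -0.79 at 48 hrs and -0.71 at 72 hrs in replicate 1, and 0.23 and 0.24 in replicate 2. A list of 89 extracellular matrix genes fixed in advance had medians of -0.33 and -0.26 in replicate 1 and of 0.20 and 0.06 in replicate 2 (camera, adjusted p = 0.26 at 48 hrs and 0.27 at 72 hrs, over both). Without control replicate 2 its medians were -0.23 and -0.27 (camera, adjusted p = 3.8e-04 and 2.2e-04), and without control replicate 1 they were 0.055 and 0.05 (camera, adjusted p = 0.21 and 0.675). DCN, a matrix proteoglycan, had a log2 intensity of 10.09 on control array 1 and 4.84 on control array 2, and COL1A1, a collagen of connective tissue chosen after its values were seen, 9.93 and 5.36. The laminin LAMB1 was lower in both replicates, by -0.73 and -0.62 at 48 hrs and by -0.76 and -1.28 at 72 hrs, as was RELN, by -0.51 and -0.98 and by -0.74 and -0.72. CYR61, a secreted matrix protein of the same list, rose at 72 hrs by 1.86 and 2.73 (adjusted p = 0.047 from limma). The 38 genes of biological adhesion had medians of -0.65 and -0.66 in replicate 1 and of -0.20 and 0.17 in replicate 2, and the 39 of phosphorylation -0.28 and -0.22, and -0.09 and -0.07. The 10 of ear development had medians of -0.74 and -0.48 in replicate 1 and of 0.10 and -0.28 in replicate 2, and LHFPL5, a gene of the HC transduction complex, was lower by -0.71 and -0.28 at 48 hrs and by -0.53 and -0.71 at 72 hrs. Over the means these 4 terms were lower at 48 hrs (adjusted p from 2.4e-05 to 0.0057 from camera) and at 72 hrs (adjusted p from 3.5e-04 to 0.0056), and with an estimated correlation adjusted p ranged from 0.114 to 0.434. The study chose these terms from its down-regulated genes, whose levels in S1 Table equal replicate 1. Replicate 1, and the means that include it, are therefore not independent evidence of their direction.

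**Figure D2:**
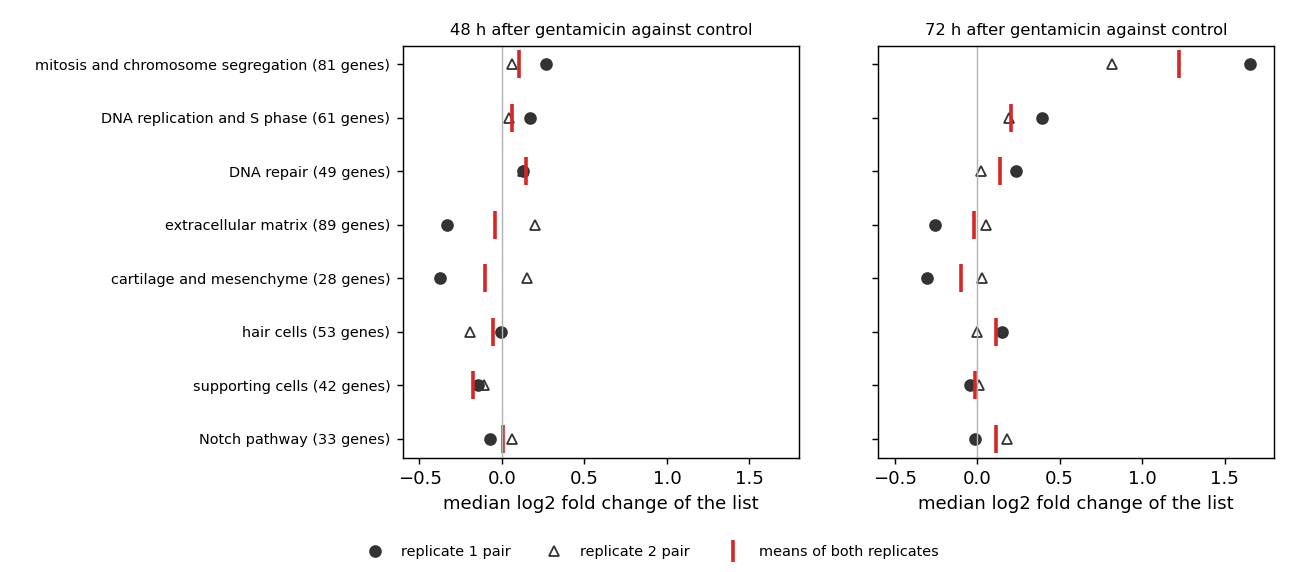
Median log2 fold change (x axis) of 8 gene lists at 48 hrs (left) and 72 hrs (right) after gentamicin against control. Filled circles are the replicate 1 arrays, open triangles the replicate 2 arrays and red bars the means of both; the mitosis list at 72 hrs lies at 1.66, 0.82 and 1.22, and the extracellular matrix list lies on both sides of 0.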

The top enriched pathways upregulated in biological process included microtubule cytoskeleton (2.2%), DNA metabolic process (2.8%), cell cycle (2.7%), and ATP binding (7.6%); whereas the enriched downregulated pathways included extracellular matrix (3.4%), biological adhesion (3.7%), ear development (1.0%) and phosphorylation (4.3%) (S2 Table). Broadly, cell cycle pathways were significantly activated whereas differentiation pathways were significantly downregulated during chick HC regeneration.

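Genes of supporting cells (SCs) were lower at 48 hrs, and the genes of HCs did not shift as a list. Of 42 SC genes, 0 were higher and 4 lower on the means at 48 hrs, and the median log2 fold change was -0.14 in replicate 1, -0.11 in replicate 2 and -0.18 over both (adjusted p = 0.0056 from camera, adjusted p = 0.28 with an estimated correlation). HES5 was lower by -1.54 and -1.63, and the tectorial membrane gene TECTA by -0.68 and -0.52. PTPRQ, which was placed in this list in advance and not shown to be specific to SCs, had -0.13 and -1.18. None of them passed limma. At 72 hrs the SC list had a median of -0.05 in replicate 1, 0.01 in replicate 2 and -0.01 over both (camera, adjusted p = 0.44).

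Of 53 HC genes, 5 were higher and 9 lower at 48 hrs and 6 were higher and 3 lower at 72 hrs on the means. The median was -0.005 in replicate 1, -0.19 in replicate 2 and -0.05 over both at 48 hrs (camera, adjusted p = 0.093) and 0.15, 0.00 and 0.12 at 72 hrs (camera, adjusted p = 0.789). Without control replicate 1 the median was -0.18 at 48 hrs (camera, adjusted p = 0.039) and -0.002 at 72 hrs. The lowest values at 48 hrs were those of SNCG (-0.66 and -1.76) and the transduction channel gene TMC1 of the Z chromosome (-1.50 and -0.70). This holds among HC genes brighter than the median with both treated values beyond both controls. CALB2 was higher by 3.89 and 5.20 at 48 hrs and by 3.94 and 3.06 at 72 hrs (adjusted p = 0.40 and 0.18 from limma), and the lipid flippase ATP8A2 by 2.95 and 1.50 at 72 hrs. ATOH1, which drives HC differentiation, had log2 intensities of 3.14 ± 0.58, 3.29 ± 0.57 and 2.91 ± 0.30 (SD, n = 2 each) in controls, at 48 hrs and at 72 hrs, in the dimmer part of the array. The 33 genes of the Notch pathway had a median of -0.07 in replicate 1, 0.06 in replicate 2 and 0.01 over both at 48 hrs (camera, adjusted p = 0.90) and of -0.01, 0.18 and 0.12 at 72 hrs (adjusted p = 0.34). From the enriched terms, the paper concludes that cell cycle pathways were activated and differentiation pathways were lowered.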

Additionally, we performed the Ingenuity Pathway Analysis (IPA) to identify interactive networks. The IPA showed the top enrichment in the interactive networks involving cell cycle, cell cycle control and chromosomal segregation, hereditary breast cancer signaling and mismatch repair in eukaryotes. Thus by both the GO classification and IPA network analysis we identified enrichment in cell cycle expression, strongly supporting that proliferation is the hallmark of chick HC regeneration (S1B Fig).

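Genes of DNA replication and S phase were higher as a list at 72 hrs. Of 61 genes, 18 were higher and 3 lower on the means, 13 were higher in both replicates, and the median log2 fold change was 0.39 in replicate 1, 0.19 in replicate 2 and 0.20 over both (adjusted p = 1.1e-05 from camera, adjusted p = 0.67 with an estimated correlation). RRM2 alone passed limma over all probe sets, and 9 genes when adjusted over the list alone. CDC45, a component of the replicative helicase, was higher by 3.09 and 2.80 (adjusted p = 0.13 from limma), the helicase subunit MCM6 by 2.90 and 1.24 and the S phase transcription factor E2F1 by 1.89 and 1.66 (adjusted p = 0.083). Without the 72 hr replicate 1 array the median was 0.07 (camera, adjusted p = 0.385), and with equal array medians it was 0.104. At 48 hrs the list had medians of 0.17, 0.04 and 0.06 (camera, adjusted p = 0.11).

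Of 49 genes of DNA repair, which include BRCA1 and genes of mismatch repair, 9 were higher and 0 lower at 72 hrs on the means. Their median was 0.24 in replicate 1, 0.03 in replicate 2 and 0.14 over both (adjusted p = 0.033 from camera, adjusted p = 0.70 with an estimated correlation), and at 48 hrs it was 0.13, 0.13 and 0.14 (adjusted p = 0.035, and adjusted p = 0.64 with an estimated correlation). BRCA1 was higher by 1.72 and 0.46 at 72 hrs and the uracil glycosylase UNG by 0.91 and 0.62. MSH3, a mismatch repair gene, had 1.31 and 0.03 and FANCG 1.03 and 0.22, and these 2 are among the 5 genes of this list on the Z chromosome. None of the 49 passed limma. The 21 cell cycle inhibitors and quiescence genes had a median of 0.10 over both replicates at 48 hrs (adjusted p = 0.048 from camera, adjusted p = 0.40 with an estimated correlation) and of 0.02 at 72 hrs (adjusted p = 0.34). From its gene ontology classes and interaction networks, the paper reasons that proliferation is the hallmark of HC regeneration in the chick.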

To confirm the general conclusion of the microarray analysis, we performed semi-quantitative RT-PCR and *in situ* hybridization for selected genes (S2C–S2E Fig). 

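HES6, HBEGF, EGR1 and the small heat shock gene HSPB9, listed as HSP25 in S1 Table, were above the controls at 48 hrs in both replicates, and FN1 was below them. HES6 was higher by 3.72 in replicate 1 and 3.87 in replicate 2 (adjusted p = 0.19 from limma), HSPB9 by 3.94 and 2.69, HBEGF by 2.84 and 2.15 and EGR1, an immediate early transcription factor, by 1.22 and 1.31, while FN1 had -1.89 and -0.69. At 72 hrs the replicate 1 values of HBEGF, HSPB9 and EGR1 were 2.07, 2.62 and 1.20 and those of replicate 2 were 0.02, -0.05 and -0.05. KLF2, a transcription factor, had -1.98 and 1.56 at 48 hrs and -1.47 and -1.21 at 72 hrs, and DCN had -2.98 and 2.94, and -3.12 and 0.27. The kinase MAPK8 had 0.75 and -0.95 at 72 hrs. The reference gene GAPDH had 0.01 and -0.31 at 48 hrs and 0.18 and -0.41 at 72 hrs.

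The 12 genes with primers in S3 Table that were tested as a list, with HSPB1 in the place of HSPB9, were chosen by the study, so the count adjusted over the list alone is not independent evidence. By that count, 3 were higher and 1 lower at 48 hrs and 2 were higher at 72 hrs. Over all probe sets, only HES6 at 72 hrs passed limma. The list's median at 48 hrs was 0.18 in replicate 1, 1.02 in replicate 2 and 0.10 over both (adjusted p = 0.038 from camera, adjusted p = 0.64 with an estimated correlation), and at 72 hrs it was 0.47, -0.01 and 0.11 (adjusted p = 0.25).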

Our analysis showed an overall agreement between microarray and RT-PCR/*in situ*, which provides the basis for the subsequent studies of the selected genes using the zebrafish model.

### Myc and Fgf in zebrafish HC regeneration

Among the genes and pathways differentially regulated during chick HC regeneration, *c-MYC* and *FGFs* drew particular interest: *c-MYC* (*MYC*) was identified as a central node in the merged top three networks (S2A Fig); whereas FGF pathway was prominently affected by differential expression of multiple member genes (S2B Fig). c-MYC is known for its role in initiation of proliferation and FGF in the development of inner ear [11–14].

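MYC was higher by 0.80 on the log2 scale at 72 hrs in replicate 1 and lower in replicate 2, with a difference of -0.48. Its log2 intensity was 7.18 and 7.74 on the control arrays, 7.43 and 6.98 at 48 hrs and 7.98 and 7.25 at 72 hrs. The log2 fold change over both replicates was 0.16 at 72 hrs (standard error 0.34, adjusted p = 0.996 from limma) and -0.25 at 48 hrs (adjusted p = 1 from limma), and it was -0.12 at 72 hrs without control replicate 1 and -0.21 without the 72 hr replicate 1 array. MYCN, a paralog, was higher by 0.84 and 1.43 at 72 hrs. Of 9 genes of the MYC family and its partners, 3 were higher and 0 lower at 72 hrs on the means (median 0.16, adjusted p = 0.34 from camera). ODC, the ornithine decarboxylase listed as ODC1 in S1 Table, had 0.87 and 0.14 at 48 hrs and 0.82 and -0.69 at 72 hrs.

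Of the FGF ligands, FGF10, which lies on the Z chromosome, was higher at 72 hrs in both replicates, by 0.98 and 1.10 (log2 fold change 1.04, standard error 0.49, adjusted p = 0.996 from limma). FGF3 had 0.73 and -0.59 at 48 hrs and 0.96 and -1.03 at 72 hrs, and FGF18 had 0.83 and -0.20 at 48 hrs. The probe set of FGF13 in S1 Table had 2.78 and 0.16 at 48 hrs and 2.95 and -0.59 at 72 hrs, and the brightest FGF13 probe set had -0.95 and -0.48, and -0.64 and -0.34. Both probe sets are dim, with mean log2 intensities of 3.70 and 3.82, where a log2 fold change is imprecise. The receptors FGFR1 (-0.43 and 0.28 at 48 hrs, -0.15 and 1.15 at 72 hrs) and FGFR2 (-0.77 and 1.19 at 48 hrs) differed in sign between the replicates, and FGFR3, with a log2 intensity of 12.52 ± 0.10 (SD, n = 2) in controls, had -0.09 and -0.27 at 48 hrs. None of these genes passed limma. The 18 FGF ligands had a median of 0.22 in replicate 1, -0.15 in replicate 2 and 0.08 over both at 48 hrs (camera, adjusted p = 0.62) and of 0.30, 0.14 and 0.07 at 72 hrs (adjusted p = 0.716).

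**Figure D3:**
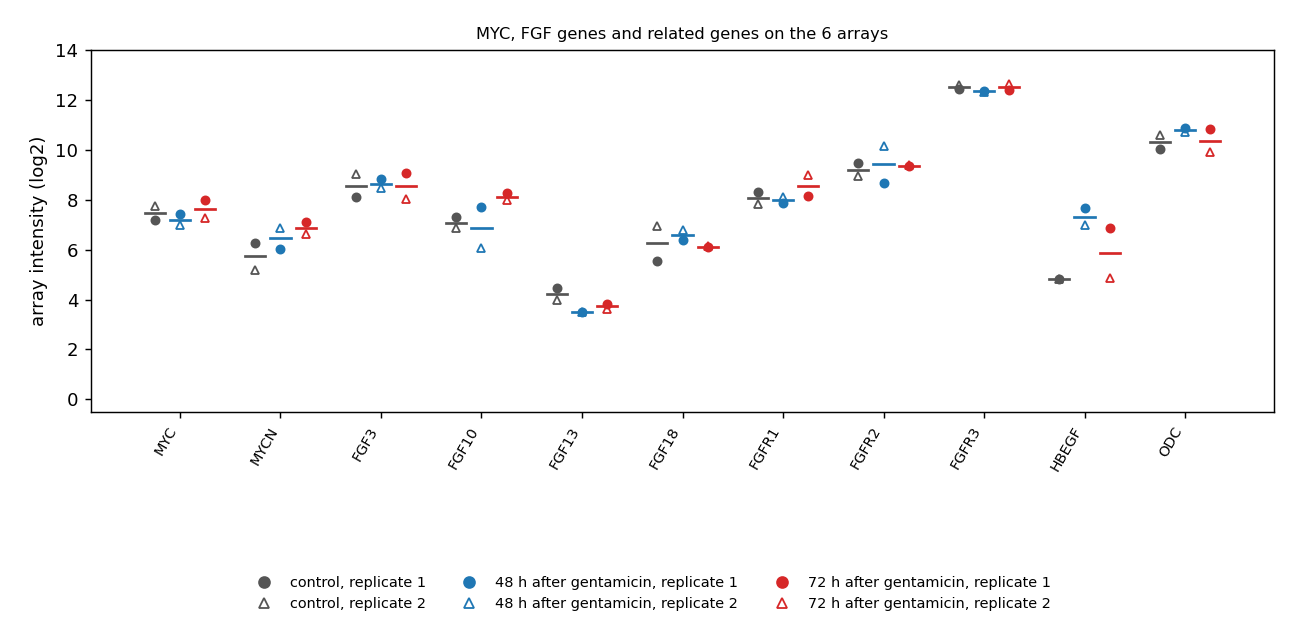
Log2 array intensity (y axis) of MYC, MYCN, FGF ligands and receptors, HBEGF and ODC on the 6 arrays. Filled circles are replicate 1, open triangles replicate 2 and short lines the means of 2 arrays; for MYC the control arrays lie at 7.18 and 7.74 and the 72 hr arrays at 7.98 and 7.25.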

To study the functional significance of c-MYC and FGF, we performed *in situ* hybridization to examine expression of *c-myc* and *fgf*/*fgfr*s (*fgf3*, *10a* and *fgfr1a*, *r2*) during zebrafish neuromast HC regeneration after neomycin treatment. We chose to use neomycin-induced HC death model for HC regeneration study as it is a well-established model that served to uncover the underlying regeneration mechanisms previously [5, 15–17]. We confirmed that after neomycin treatment most HCs were killed (0.7 ± 0.2 remaining HC per neuromast, mean ± SEM; n = 11). There are two orthologs of *c-Myc* in zebrafish: *myca* and *mycb* [18]. Only *mycb* was prominently up-regulated in most SCs within the boundary of mantle cells immediately after neomycin treatment, with the up-regulated expression that lasted for 12 hrs before it returned to pre-treatment base level by 18 hrs (Fig 1A–1D). Up-regulation of *c-Myc* in chick and zebrafish HC regeneration supports a conserved role in HC regeneration.

**Fig 1:**
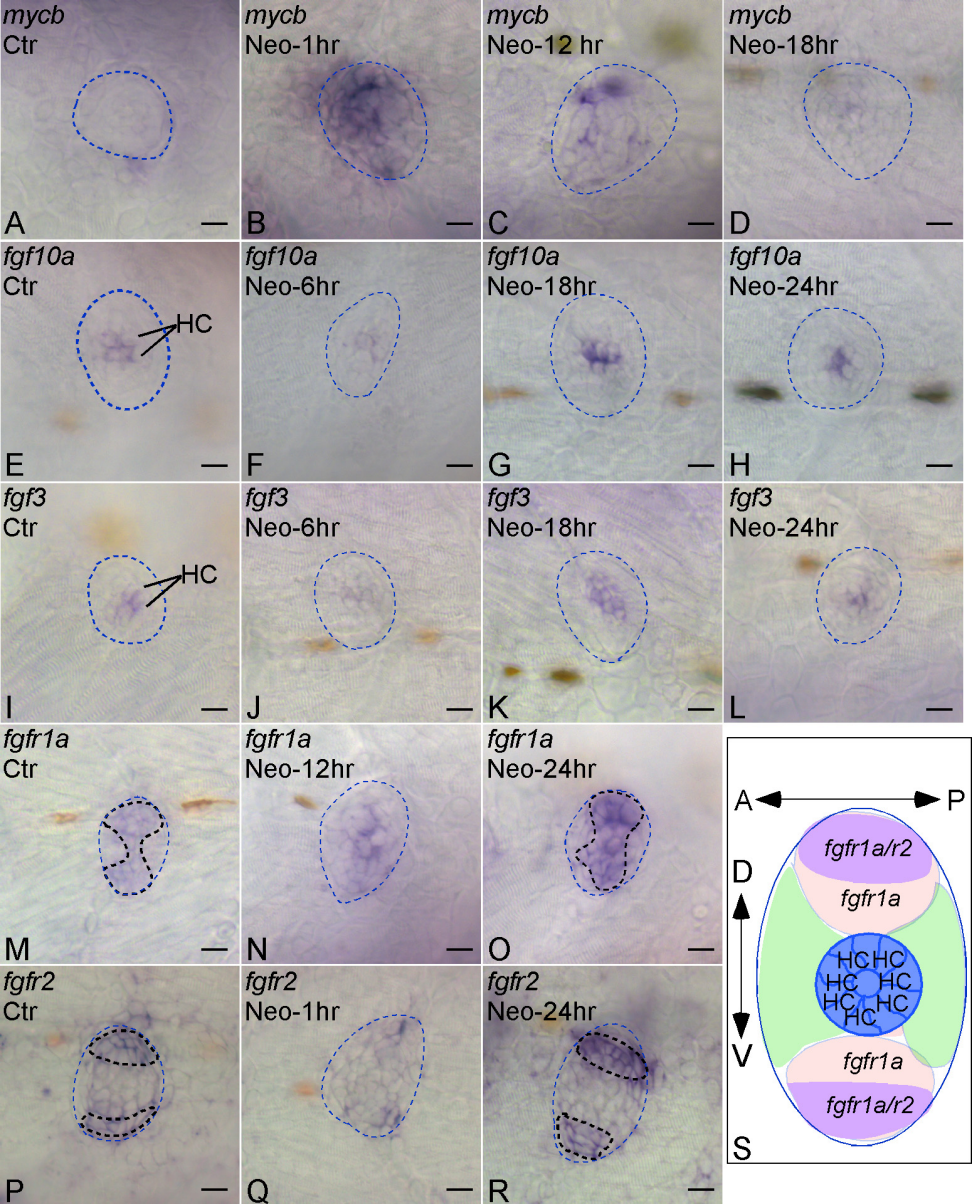
Expression of Myc and Fgf pathway genes during HC regeneration in zebrafish neuromasts by *in situ* hybridization. *mycb* (A-D), *fgf10a* (E-H), *fgf3* (I-L), *fgfr1a* (M-O), *fgfr2* (P-R) expression were shown in the lateral line neuromast L1 from 5-dpf zebrafish at different time points following neomycin treatment (e.g. Neomycin-6hr, 6 hrs after neomycin treatment). Ctr, untreated fish larvae. Dotted blue lines marked the boundary of neuromasts. Bold dotted lines marked the expression areas (M,O,P,R). (S) An illustration of a neuromast demarcated by differential *fgfr* expression patterns, including HC region, *fgfr1a(+)* only region, *fgfr1a/r2(+)* region and *fgfr1a(-)* region. A-P, anterior-posterior; D-V, dorsal-ventral. Scale bars: 10 μm.

For *fgf* family members, we found generally low expression of *fgf3*, *10a* and *fgfr1a* and *r2* in the untreated control 5-day-post-fertilization (dpf) neuromasts, with *fgf3* and *10a* restricted to HCs and *fgfr1a* and *r2* restricted to SCs (Fig 1E–1R). Upon neomycin treatment, *fgf3* and *10a* expression disappeared, coinciding with HC loss, then up-regulated by 18 hrs in the center of neuromasts, in the cells that were likely to become future HCs. *fgf3* and *10a* expression returned to the pre-treatment level by 24 hrs (Fig 1E–1L). In the untreated neuromasts, *fgfr1a* was distributed along the dorsal-ventral pattern whereas *fgfr2* was distributed in the extremities of dorsal and ventral poles (Fig 1M and 1P). 12 hrs after neomycin treatment, *fgfr1a* was mainly in the center of the neuromasts with down-regulation of *fgfr2*. By 24 hrs both genes were re-established at higher levels with patterns similar to the pretreatment (Fig 1M–1O and 1P–1R).

### Myc is required for neuromast HC regeneration

Given the prominent role of Myc in cell cycle in general and its up-regulation in chick and zebrafish HC regeneration, we hypothesized that Myc is required for HC regeneration by promoting proliferation.

To study the hypothesis, we blocked Myc by two independent inhibitors after neomycin-induced HC death and evaluated the effects on HC regeneration 72 hrs later. With a MYC chemical inhibitor 10058F4, a cell-permeable thiazolidinone compound that specifically inhibits c-MYC-MAX interaction and prevents the transactivation of *Myc*-targeted gene expression [19], we found a significant reduction in the number of HCs regenerated in the neuromasts compared with the DMSO-treated or neomycin-only treated controls (S3 Fig and Fig 2A). The reduction in HCs regenerated is dose-dependent (Fig 2A). At the highest dose used without causing developmental abnormalities or fish death (1 μM), the reduction was 27%. Treatment with 10058F4 in controls did not affect the HC number significantly.

**Fig 2:**
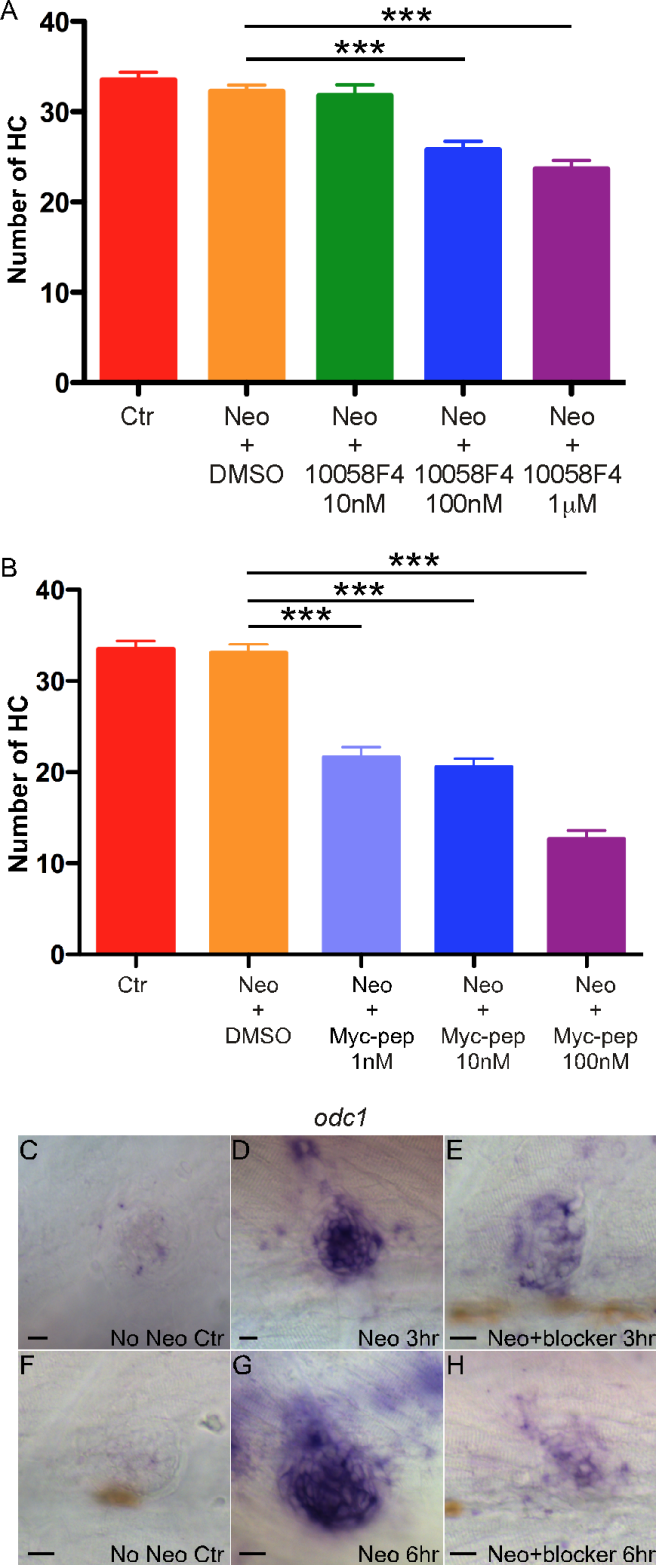
Myc inhibition suppresses HC regeneration in zebrafish neuromasts. (A) HCS1-labeled HC number was significantly reduced after treatment by c-MYC inhibitor 10058F4 that was dose-dependent. ***p<0.*001*. n = 20 larvae for each group. (B) A significant reduction in HC number was observed after the treatment by Int-H1-S6A, F8A, a peptide inhibitor of c-MYC, which was dose-dependent. ***p<0.*001*. n = 15 larvae for each group. Three independent experiments were performed for each comparison study with similar results. (C-H) Inhibitor Int-H1-S6A, F8A blocked the expression of *c-myc* target gene *odc1*. *In situ* hybridization showed up-regulation of *odc1* expression in the neuromast 3 or 6 hrs after neomycin treatment (D, G); whereas Int-H1-S6A, F8A markedly suppressed *odc1* expression (E, H). Scale bars: 10 μm.

We further studied the effect of a cell-permeable MYC-specific peptide inhibitor, Int-H1-S6A, F8A [20]. 72 hrs after Int-H1-S6A, F8A treatment, more dramatic dose-dependent reduction in HC regeneration was observed with over 60% reduction at the highest concentration (100 nM, Fig 2B). To confirm the specificity of Myc inhibition, we studied expression of *Odc1*, a *c-Myc* direct target in both mammals and fish [21, 22], by *in situ* hybridization. At 5 dpf, *odc1* was weakly expressed in the neuromast, then rapidly up-regulated in the neuromast SCs after neomycin treatment, coinciding with the up-regulation of *myc* (Fig 2C, 2D, 2F and 2G). Three hrs after Int-H1-S6A, F8A treatment, *odc1* was greatly reduced, whereas by 6 hrs the expression of *odc1* was negligible, in contrast to prominent *odc1* expression in the control neuromast treated with neomycin alone (Fig 2D, 2E, 2G and 2H). Blockade of *odc1* expression by Int-H1-S6A, F8A again demonstrated the specificity of Myc inhibition.

To evaluate if the Int-H1-S6A, F8A effect on HC regeneration is reversible, Int-H1-S6A, F8A was added to the media of neomycin-treated fish larvae for three days followed by the replacement with fresh media for additional three days. HCS1 labeling and counting revealed that the number of HCs regenerated after Int-H1-S6A, F8A removal was fully recovered to the normal level, demonstrating the inhibition is reversible (S4 Fig).

### Myc is required for proliferation during HC regeneration

Rapid up-regulation of *myc* after HC death is consistent with its role as an immediate-early gene involved in initiation of cell cycle [11, 14]. To determine if *myc* is involved in proliferation, Int-H1-S6A, F8A was added to the media after neomycin treatment, with BrdU added at 18^th^ and 24^th^ hr for 1 hr, respectively. 72 hrs after neomycin treatment, the number of BrdU-positive cells in the neuromasts was significantly reduced in the Int-H1-S6A, F8A-treated fish larvae compared to controls (Fig 3A), demonstrating the reduction in proliferating cells. The reduction was more prominent at 18 hrs than 24 hrs, consistent with the peak timing of cell cycle re-entry at 18 hrs [5]. To further study if reduced proliferation is responsible for reduction in the regenerated HCs, we added BrdU to the media immediately after neomycin treatment for 72 hrs, to label precursors that divide and transdifferentiate into HCs. Quantification showed significantly reduced BrdU^+^ HCs in the c-MYC peptide inhibitor group compared to the DMSO group, but no significant difference in the number of BrdU^-^ HCs between the two groups (Fig 3B). Thus c-Myc inhibition primarily blocks regeneration of HCs derived from proliferating precursors.

**Fig 3:**
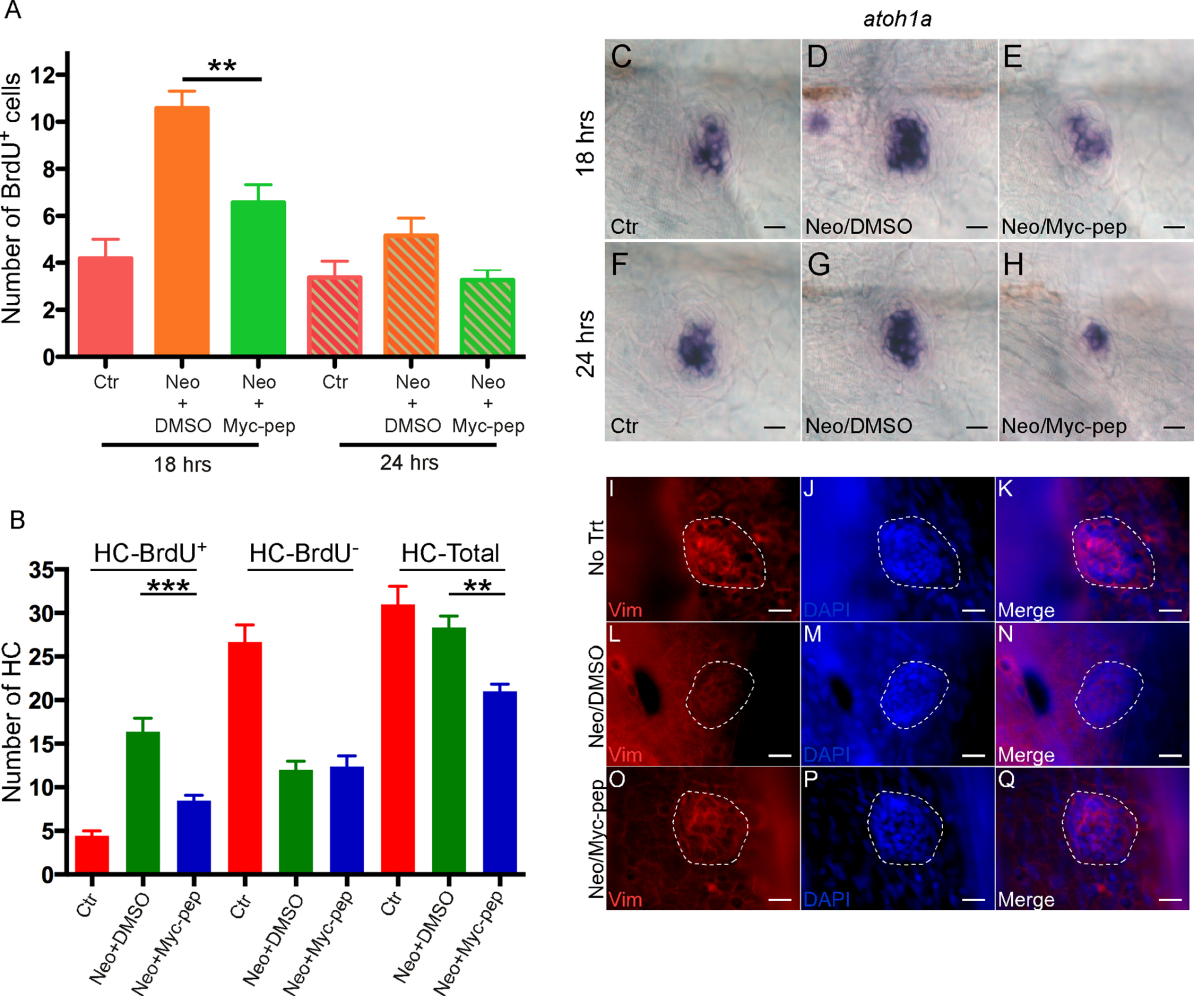
Inhibition of c-Myc blocked proliferation and down-regulated vimentin during HC regeneration. (A) A significant reduction in the number of proliferating neuromast cells (BrdU^+^) was seen 18 or 24 hrs after c-MYC inhibitor Int-H1-S6A, F8A (Myc-pep, 100 nM) treatment. Ctr, time-matched control fish without neomycin treatment. (B) c-MYC peptide inhibitor mainly blocked proliferation-derived HCs (HC-BrdU^+^) at 72 hrs. ***p<0.001; **p<0.*01*. A and B, n = 15 for each group. Two independent experiments were performed with similar results. (C-H) *In situ* hybridization of *atoh1a* on 5-dpf zebrafish neuromasts 18 (C-E) or 24 hrs (F-H) after neomycin treatment, with either Myc-pep or DMSO in the media. Ctr, time-matched control fish without neomycin treatment. *atoh1a* up-regulation by neomycin treatment was blocked in the Myc-pep treatment group (D-E, G-H). (I-Q) Vimentin was down-regulated by c-Myc during HC regeneration. 5-dpf neuromasts were labeled with vimentin and DAPI 18 hrs after neomycin treatment, with either Myc-pep (O-Q) or DMSO (L-N) in the media. No Trt, time-matched control fish without neomycin treatment (I-K). Scale bars: 10 μm.

To determine if Myc blockade induced HC reduction is due to the toxicity of the reagent, we used TUNEL assay to study the effect of Int-H1-S6A, F8A on cell death, as the inhibitor was shown to induce apoptosis *in vitro* [20]. We found no significant difference in the number of apoptotic cells between inhibitor-treated and untreated samples following HC regeneration (S5 Fig). Our results showed that the highest concentration of c-MYC peptide inhibitor we used does not induce apoptosis in the neuromasts, and the reduction in HCs regenerated is the outcome of the attenuated proliferation of the progenitor cells.

Following HC death, *atoh1* is rapidly up-regulated in the HC precursors that divide to produce new HCs [23]. Blockade of c-Myc that inhibits proliferation could reduce the *atoh1* precursors. By *in situ* hybridization we found that the number of *atoh1a*^*+*^ cells and the level of *atoh1a* expression were significantly reduced in the Int-H1-S6A, F8A- treated fish larvae, compared to neomycin-treated controls (Fig 3C–3H). Thus *c-myc* is likely to be directly responsible for proliferation of HC precursors generated after HC death.

c-Myc is known to play a role in down-regulation of genes in wound healing and regeneration [24, 25]. We examined a filament gene vimentin after Int-H1-S6A, F8A inhibition (Fig 3I–3Q). Vimentin was significantly down-regulated following HC death by neomycin (Fig 3I and 3L), whereas it was largely maintained upon Int-H1-S6A, F8A treatment (Fig 3I and 3O), suggesting it is likely a target for c-Myc and may be involved in HC regeneration in zebrafish.

### Fgf is required for neuromast HC regeneration

FGF signaling is known to be involved in early inner ear development including HCs [12, 13]. Dynamic expression change of the FGF members during HC regeneration strongly indicates their involvement in the process. We studied the functions of Fgf in HC regeneration by two methods: by blocking Fgf pathway with a small molecule FGFR-specific inhibitor SU5402 that inhibits the tyrosine kinase activity of FGFR1-4 by interacting with the catalytic domain [26], and with genetic blockade of Fgf signaling using a transgenic zebrafish model.

After neomycin treatment, 5-dpf fish larvae were treated by SU5402 of varying concentrations for 72 hrs, with DMSO treatment as control. Quantification and comparison of HCS1^+^ HCs in the SU5402-treated and control groups showed a significant reduction in the number of HCs regenerated after Fgfr blockade that was dose-dependent (S3 Fig and Fig 4A). At the highest concentration used in the following studies (20 μM) the reduction was ~37% (Fig 4A).

**Fig 4:**
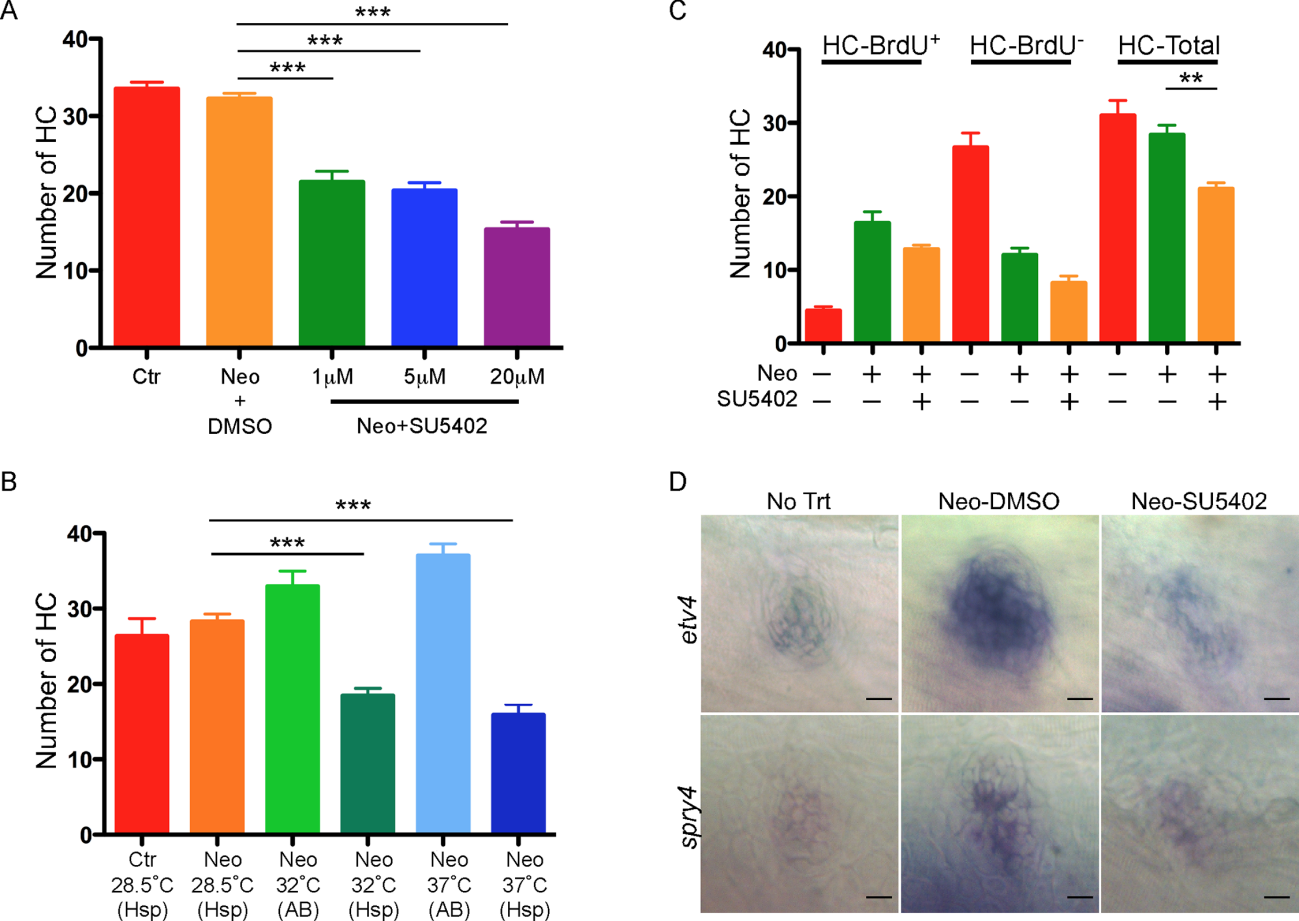
Inhibition of Fgf signaling suppresses HC regeneration. (A) A significant reduction in the number of HCs (HCS1^+^) regenerated after SU5402 treatment that was dose-dependent. Ctr, time-matched fish without neomycin treatment. (B) A significant reduction in the number of HCs regenerated in *hsp70l*:*dn-fgfr1*:*GFP* (Hsp) zebrafish neuromasts at 32°C or 37°C. AB: wild type AB fish. Ctr, time-matched transgenic fish without neomycin treatment. (C) A significant reduction in proliferation and transdifferentiation derived HCs after 20 μM SU5402 treatment for 72 hrs. ***p<0.001; **p<0.*01*. For all statistical analysis, n = 15 for each group. Three (for A) and two (for B,C) independent experiments were performed with similar results. (D) Fgf targets *etv4* and *spry4* were down-regulated by SU5402 (20 μM) in L1 neuromasts during HC regeneration. Scale bars: 10 μm.

To further demonstrate the requirement of the Fgf pathway in zebrafish HC regeneration, we studied a transgenic zebrafish line with the heat-inducible, dominant-negative *fgfr1a* tagged with GFP (*hsp70l*:*dn-fgfr1*:*GFP*)[27]. In this line, Fgfr signaling is blocked when zebrafish are subject to heat shock. After neomycin treatment, the *hsp70l*:*dn-fgfr1*:*GFP* zebrafish were either placed at 28.5°C (control), 32°C or 37°C for 3 hrs daily for 3 days. Heat shock led to activation of dn-*fgfr1a*, which is predicted to block all Fgfr-mediated signaling [27]. *In situ* hybridization showed down-regulation of the Fgf downstream genes *etv4* and *spry4* (S6 Fig). After heat shock (32°C or 37°C), a significant suppression of HC regeneration was observed, compared to the zebrafish kept at 28.5°C. The degree of suppression corresponded to the temperatures: there was more dramatic suppression (48%) at 37° on HC regeneration than at 32°C (35%) (Fig 4B). Heat shock alone, at 32°C or 37°C, did not reduce but increased the number of HCs regenerated in the non-transgenic AB fish larvae (Fig 4B). Although heat shock is known to protect HCs from apoptosis [28], its role in HC regeneration is unknown. Thus genetic blockade of Fgfr signaling led to significant reduction in neuromast HC regeneration. Combined with the results from SU5402, we conclude that Fgf signaling is required for neuromast HC regeneration.

To study SU5402 inhibition on the Fgf pathway genes, we checked expression of two Fgf target genes: *etv4* (also named *pea3*) [29, 30] and *spry4* [31]. *In situ* hybridization showed that the expression of both was up-regulated 24 hrs after neomycin treatment, and the up-regulation was suppressed in the fish treated with SU5402 for 24 hrs (Fig 4D). Thus suppression of Fgf signaling by SU5402 led to significant and specific down-regulation of Fgf target genes.

Both small molecule inhibitors of c-Myc and Fgf suppressed neuromast HC regeneration but have no effect on normal HCs (S7 Fig). As another control, we tested inhibition of the TGF-β1 pathway that did not show significant change in chick HC regeneration. 

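In the chick BP, genes of the TGF-β pathway were somewhat higher at 72 hrs than in controls. Of 31 genes, 8 were higher and 2 lower on the means, and the median log2 fold change was 0.21 in replicate 1, 0.42 in replicate 2 and 0.21 over both (adjusted p = 0.013 from camera, adjusted p = 0.53 with an estimated correlation). PMEPA1, a feedback gene of the pathway, was higher by 0.41 and 1.59, SMAD5, a signal transducer, by 0.33 and 1.39, and the repressors TGIF2 and TGIF1 by 0.52 and 0.91 and by 0.66 and 0.73, none passing limma. The 3 members SMAD2, SMAD7 and FST, named after their values were seen, lie on the Z chromosome, whose genes were higher at 72 hrs as a whole. TGFB1 was near the floor of the array, with log2 intensities of 3.44 ± 0.01 in controls, 2.89 ± 0.58 at 48 hrs and 1.88 ± 1.32 at 72 hrs (SD, n = 2 each). TGFB2 had -0.10 and 0.23 at 48 hrs and -0.15 and 0.42 at 72 hrs, and TGFB3 had 0.04 and -0.39, and -0.05 and 0.47. At 48 hrs the pathway's median was 0.07 in replicate 1, 0.23 in replicate 2 and 0.14 over both (camera, adjusted p = 0.12).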

Suppression of Tgf-β1 by an inhibitor ([3-(pyridin-2-yl)-4-(4-quinonyl]-1H-pyrazole) [32] over a range of concentrations did not significantly affect the number of HCs regenerated after neomycin treatment (S8 Fig), further supporting the pathway-specific inhibition of c-Myc and Fgf.

### Fgf is involved in HC regeneration through proliferation and transdifferentiation

Activation of Fgf signaling is involved in regeneration in zebrafish tissues such as fins by promoting proliferation [27]. As proliferation is a major mechanism underlying neuromast HC regeneration in zebrafish [5–7, 33], we studied the effect of Fgf blockade on proliferation during HC regeneration by BrdU labeling.

After neomycin treatment, BrdU and SU5402 were added to the media for 72 hrs. Interestingly while there was a reduction in both BrdU^+^ and BrdU^-^ HCs, none of which was significant compared to control. Combined, however, there was a significant reduction in the number of HCs after SU5402 treatment (Fig 4C). The data shows that Fgf blockade inhibits HC regeneration, possibly by attenuating both proliferation and transdifferentiation in neuromast HC regeneration.

### *fgfr1a* demarcates HC precursors with different potential from progenitors

At 5 pdf, *fgfr1a* is distributed along the dorsal-ventral axis of the lateral line neuromasts (Fig 1M–1O), a region in which HC precursors divide to produce new HCs after HC death [33]. *fgfr2* is restricted to a 2–3 cell layer region along the dorsal-ventral axis (Fig 1P–1R). Based on the expression pattern of *fgfr1a*, a lateral line neuromast can be subdivided into five distinct regions: the central region occupied by HCs, the dorsal and ventral *fgfr1a*(+) regions, and the posterior and anterior *fgfr1a*(-) regions (Fig 1S). Given the role of *fgf* in neuromast HC regeneration and the distribution of *fgfr1a*, we hypothesized that *fgfr1a* marks the dorsal-ventral HC precursors with the capacity to directly regenerate HCs; whereas the anterior-posterior *fgfr1a*-negative (*fgfr1a*(-)) cells are more primitive progenitors with potential to replenish HC precursors.

To study how different regions contribute to HC regeneration, we used a Ti:Saphire laser to ablate the SCs based on the *fgfr1 in situ* pattern within the L1 neuromast, in conjunction with HC ablation. We used compound transgenic fish larvae for *pou4f3*:*GFP* (labeling HCs) [34] and *ET20* (labeling mantle cells) [35], in which both HCs and some SCs are GFP-positive (S9A Fig), for laser ablation. Three types of ablation were performed: HCs only (S9A and S9B Fig); HC/*fgfr1a*(+) SCs (S9C and S9D Fig), and HC/*fgfr1a*(-) SCs (S9E and S9F Fig). For SC ablation, we ablated 10 cells in each dorsal and ventral *fgfr1a*(+) region (S9C and S9D Fig), or anterior and posterior *fgfr1a*(-) region (S9E and S9F Fig), adjacent to HCs, respectively. *In situ* hybridization confirmed the ablation of *fgfr1a*(+) SCs: *fgfr1a* was absent only in the neuromasts with *fgfr1a*(+) ablation (S9G Fig). The laser ablation is approximate, as we could not ablate all *fgfr1a*(+) cells accurately due to the lack of *fgfr1a* fluorescence signal. Nevertheless our approach did allow us to cover a majority of *fgfr1a*(+) or *fgfr1a*(-) cells judging by *in situ* hybridization after the ablation.

Following laser ablation, fish larvae were returned to media with BrdU added for a total of 72 hrs. We performed immunolabeling for HCs (HCS1) and BrdU, and quantified the number of HCs regenerated. If *fgfr1a*(+) SCs were HC precursors, their ablation would affect the number of HCs regenerated. Indeed the ablation of HC/*fgfr1a(+)* SCs led to a drastic reduction in the number of HCs regenerated by as much as ~60% (Fig 5B and 5G). In contrast, the ablation of HC/*fgfr1a*(-) SCs resulted in the number of regenerated HCs that was similar to the control with HC ablation alone (Fig 5A and 5C and 5G). Thus the dorsal-ventral neuromast *fgfr1a*(+) SCs, not the posterior–anterior *fgfr1a*(-) cells, contain the likely HC precursors that contribute directly to HC regeneration.

**Fig 5:**
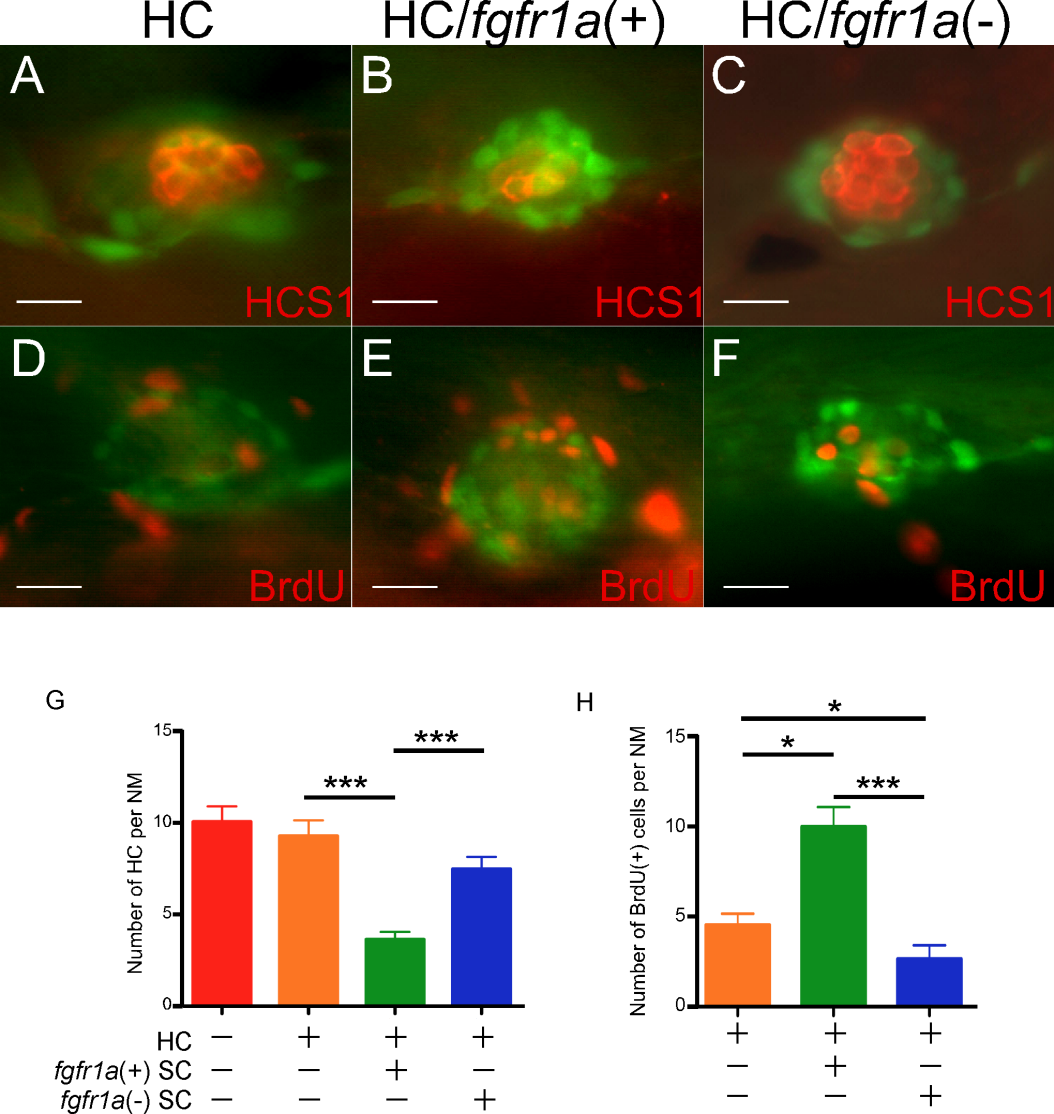
Neuromast SCs with different capacities in HC regeneration and proliferation. Hybrid larvae of *pou4f3*:*GFP* and *ET20* fish ablated in HCs only (A,D), HC/*fgfr1a*(+) SCs (B,E), or HC/*fgfr1a*(-) SCs (C,F) were stained with HCS1 (A-C) or BrdU (D-F) antibody, to illustrate proliferating (BrdU^+^) and regenerated HCs (HCS1^+^). (G) Quantification showed that only HC/*fgfr1a*(+) SC ablation significantly reduced the regenerated HCs. (H) Quantification showed that HC/*fgfr1a*(+) SC ablation increased the number of proliferating cells; whereas HC/*fgfr1a*(-) SC ablation reduced the proliferating cells. (G,H) ***p<0.001; *p<0.*05*. n = 12 in each group. Scale bars: 10 μm.

After HC precursors become HCs, the lost precursors need to be replenished. As the *fgfr1a*(-) SCs do not contribute significantly to regenerated HCs, they could have a higher potential to divide and replenish the lost HC precursors. We found a significant increase in the number of BrdU labeled cells within the neuromast after HC/*fgfr1a*(+) SC ablation, in comparison to HC ablation alone (Fig 5E and 5H). In contrast, the HC/*fgfr1a*(-) SC ablation led to a significant reduction of the BrdU^+^ cells (Fig 5F and 5H). Thus the loss of the *fgfr1a*(+) SCs induces a significant increase in proliferating SCs that are likely originated from the *fgfr1a*(-) SCs, whose loss leads to a significant reduction in proliferating cells. The results strongly support that *fgfr1a*(-) SCs have heightened capacity to divide and most likely to replace the lost *fgfr1a*(+) SCs.

## Discussion

By comparative study of gene expression profiling in the quiescent and HC-regenerating BP in chick, we identified the pathways that change significantly in the process. We focused on the early stages of regeneration (48 and 72 hrs after gentamicin), as we were particularly interested in the initiation of proliferation and early transdifferentiation, whereas hair cell differentiation markers only appear at 78 hrs in the transdifferentiated HCs and even later in mitotically regenerated HCs [1, 10]. By studying c-Myc and Fgf signaling in the zebrafish model, we provide evidence that Myc and Fgf signaling are essential in HC regeneration in the lateral line neuromasts. The study provides strong evidence that *c-Myc* and *Fgf* are likely conserved between chick and zebrafish during HC regeneration, which provides the rationale for manipulating them for HC regeneration in mammalian inner ear.

*c-Myc* is a critical gene in proliferation and growth of cells, regulates up to 15% of all genes of the genome [36, 37]. It is one of the key factors in reprogramming fibroblast cells into iPS cells [38]. *Myc* is up-regulated in chick BP and zebrafish HC regeneration [39, 40], but its role is unknown. 

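Genes that MYC is known to activate in growing cells, those of ribosome biogenesis, translation and nucleotide synthesis among them, were higher at 48 hrs. Of 60 such genes, 2 were higher and 0 lower by the fold rule on the means, and the median log2 fold change was 0.20 in replicate 1, 0.12 in replicate 2 and 0.16 over both (adjusted p = 0.0056 from camera, adjusted p = 0.40 with an estimated correlation). At 72 hrs, when 5 were higher and 2 lower, the medians were 0.20, -0.02 and 0.04 (adjusted p = 0.42). WDR43, of ribosome biogenesis, was higher by 0.53 and 0.69 at 48 hrs and by 0.28 and 1.32 at 72 hrs, and PA2G4 and the chaperonin subunit CCT3 by 0.34 and 1.52 and by 0.76 and 1.04 at 72 hrs, none passing limma. MYC itself had a log2 fold change at 72 hrs of 0.80 in replicate 1, which S1 Table gives, and of -0.48 in replicate 2. Over both replicates it was 1.12 times its control level. Of the proliferation genes, TOP2A was 10.7 times its control level at 72 hrs and E2F1 3.42 times.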

Despite its moderate level of up-regulation (~1.6 fold) in our microarray analysis, the IPA analysis identified *c-MYC* as a central node in a highly connected network involving a large number of up-regulated proliferation genes (S2A Fig). Our zebrafish study provides compelling evidence that Myc is required for cell cycle re-entry, probably by reprogramming and propelling progenitors to proliferate. There are two zebrafish *c-Myc* orthologs, *myca* and *mycb* [18], and both are functionally similar to the mammalian *c-Myc* [41]. In the zebrafish retina only *mycb* is up-regulated during regeneration [42], and in our studies only *mycb* is up-regulated in the neuromasts immediately after neomycin treatment. Interestingly in the two recent studies on genes differentially expressed during HC regeneration after neomycin or CuSO_4_ treatment [43, 44], up-regulation of *mycb* and *odc1* was detected in one of them but not the other, which could reflect the difference in the transgenic fish lines used, the methods to kill hair cells, or the method for expression profiling. We also showed that expression of vimentin, a mesenchymal marker, was down-regulated following HC death whereas its expression was maintained by a c-Myc inhibitor. *Myc* overexpression that led to vimentin down-regulation has been reported in fibroblasts undergoing the mesenchymal-to-epithelial transition (MET) [45]. Interestingly MET is also involved in chick HC regeneration *in vitro* [46]. Combined it is suggestive of a link between Myc overexpression, vimentin down-regulation and possible MET in the context of HC regeneration.

In mammals *c-Myc* is not expressed in the developing inner ear, in which conditional knockout of *c-Myc* does not produce any phenotype [47, 48]. Among the mammalian *Myc* members (*c-Myc*, *N-Myc* and *L-Myc*), *N-Myc* is critical for inner ear morphogenesis [47, 48]. Overexpression of *c-Myc* enhances self-renewal in otic progenitor cells while maintaining their differentiation capability [49]. In adult mouse utricle, overexpression of *c-Myc* induces proliferation of SCs *in vitro* [50]. Thus activating *c-Myc* in the mammalian inner ear could have a similar effect as in zebrafish, to promote proliferation and HC regeneration.

Multiple FGF ligands and receptors are involved in the inner ear development in mice [12, 13]. The knockout/overexpression of *Fgf3*, *8*, *10* cause various defects in otocyst development [51–55]. Knockout of *Fgfr1* resulted in severe HC loss only in cochlea [56]; whereas *Fgfr2 IIIb* knockout led to the missing sensory epithelia and endolymphatic duct [57]. It is suggested that the diverse phenotypes by FGF signaling are due to different ligand-receptor specificities [58, 59]. For instance, *Fgf3* and *10* may bind to both *Fgfr1* and *Fgfr2* with overlapping functions in the inner ear development [57]; whereas *Fgf8* induces the pillar cell fate mediated by *Fgfr3* [53]. The non-overlapping distribution of FGF ligands and receptors in mouse inner ear suggests they interact through paracrine pathway. In zebrafish, Fgf pathway genes are involved in the development of neuromasts as well as the regeneration of fins and hearts [12, 60, 61]. Expression of *fgf3 and 10a* in the HCs, and *fgfr1a and r2* in the SCs is consistent with the non-overlapping expression patterns in mice [12, 53, 56, 62]. Recent studies using FACS sorted cells found most of the Fgf pathway genes we examined were enriched in mantle cells [43, 44]. It is likely that *fgf3 and 10a* are expressed in both HCs and SCs whereas the purified cells only represent a portion of Fgf-expressing cells.

Our study supports that Fgf signaling is important in neuromast HC regeneration, which is consistent with the report showing that SU5402 blocks HC development in zebrafish inner ear [23]. Interestingly, studies on chick BP development *in vitro* showed SU5402 increased HCs, likely through SC transdifferentiation without proliferation [63]. *FGFR3* was also found to be down-regulated during hair cell regeneration in chick BP [64]. The discrepancy between those studies including ours may be due to the differences in Fgf pathways/genes examined in different species, *in vivo* vs. *in vitro*, and in regeneration vs. development. Studies by Jiang et al [43] showed that *fgf3* and *etv4* were down-regulated in zebrafish neuromasts immediately (1–3 hrs) after Neomycin treatment and returned to normal expression level at 10 hrs, which is consistent with our data (Fig 1I–1L). In a separate study, Steiner et al showed *fgfr1a* mainly in the mantle cells [44]. The discrepancy could be due to *in situ* probes used, different neuromasts examined or unknown factors, which could be resolved by future studies. 

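Between 48 and 72 hrs, no FGF gene of the chick BP changed by the test of that difference. FGF10 was higher by 0.42 in replicate 1 at 48 hrs and lower in replicate 2, with a difference of -0.81, and its log2 fold change from 48 to 72 hrs was 1.24 (adjusted p = 1 from limma). That of FGF3 was -0.10, that of FGFR1 0.58, that of FGFR2 -0.05 and that of FGFR3 0.17 (adjusted p = 1 for each from limma). The FGFR3 probe set listed in S1 Table had -0.78 and -0.09 at 48 hrs and -0.27 and 0.87 at 72 hrs, and the FGFR2 probe set listed there as higher at 72 hrs, a dim one, had 0.67 and 0.60.

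Of 19 target and feedback genes of the FGF pathway, 4 were higher and 0 lower at 48 hrs on the means, with a median of 0.14 in replicate 1, 0.07 in replicate 2 and 0.16 over both (adjusted p = 0.048 from camera, adjusted p = 0.40 with an estimated correlation). At 72 hrs 1 was higher and 0 lower, and the medians were 0.25, 0.28 and 0.15 (adjusted p = 0.14). The MAP kinase phosphatase DUSP5 was higher by 0.12 and 1.10 at 48 hrs and had -0.10 and 0.28 at 72 hrs. The 13 FGF receptor and co-receptor genes had medians of -0.09, 0.07 and -0.07 at 48 hrs (camera, adjusted p = 0.69) and of -0.09, 0.26 and 0.13 at 72 hrs (adjusted p = 0.92). FGFBP1, which carries FGFs in the matrix, was higher by 1.03 and 1.37 at 48 hrs and by 0.50 and 0.55 at 72 hrs. The shift from 48 to 72 hrs did not pass camera for the ligands (median 0.21, adjusted p = 0.47), the receptors (-0.005, adjusted p = 0.80) or the targets (0.05, adjusted p = 0.998).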

Combined with our results, it is likely that Fgf pathway is initially down-regulated but later on up-regulated in the hair cell regeneration process, which is consistent with our microarray data in chick BP.

In the heat shock experiments we performed to block Fgfr-mediated signaling, we surprisingly observed suppression of HC regeneration in both 32°C- or 37°C-treated groups. The reason is not clear as *hsp70l* promoter is generally induced at 37–40°C. However, previous studies showed *hsp70l* can be moderately induced at 34°C and highly up-regulated at 37°C, compared to 28.5°C control [65]. Therefore, it is possible Fgfr signaling is partially blocked at 32°C which suppresses HC regeneration, with the suppression less potent than at 37°C. It is interesting that heat shock alone stimulated HC regeneration in wild type fish (Fig 4B), suggesting a new mechanism that can be further explored.

Our study could not address which Fgf member contributes specifically to the regeneration, and future experiments targeting specific member should reveal individual roles. Compared to Myc inhibition, after Fgf blockade, proliferation and direct transdifferentiation were both attenuated but not significantly by statistics analysis (Fig 4C). However, the combinatory effect of both leads to a significant reduction in the HCs regenerated, an indication of more subtle and multi-functional role of Fgf, in contrast to the prominent and singular role of Myc in proliferation.

It is of great interest to identify the cell subtypes with different potentials in HC regeneration in zebrafish. Previous studies using real-time recording elegantly demonstrated that after drug-induced HC death, HC precursors undergo symmetric division to give rise to pairs of new HCs [6, 7, 33]. Our laser ablation study provides strong evidence to support that the HC precursors are primarily located in the dorsal-ventral compartments that is marked by *fgfr1a* expression; whereas the SCs, located in the anterior-posterior compartments largely devoid of *fgfr1a*, are the progenitors with heightened potential in proliferation (Fig 5). *fgfr1a* expression overlaps with *fgfr2* at the extreme dorsal-ventral polarity regions. The *fgfr1a*^+^/*r2*^+^ SCs may be more primitive than *fgfr1a*^+^ SCs, as *Fgfr2* plays an earlier role in the developing inner ear than *Fgfr1* [57]. SCs in the anterior-posterior compartments may be more primitive progenitors by enhanced division and migration to replace the cells in the dorsal-ventral regions. Using live imaging techniques, Wibowo et al [7] showed that new HC progenitors are located at the dorsal-ventral poles of the neuromasts. They also suggested that the HC progenitors migrated from elsewhere in the neuromast to the dorsal/ventral area before regeneration. Both of the results are consistent with our findings. Interestingly, a recent study using the same technique [6] showed the dorsal/ventral area is enriched with BrdU^+^ SCs, yet neither dividing nor quiescent SCs move much during HC regeneration. They suggested that the SCs at the dorsal/ventral area divide, while the HCs are derived from quiescent SCs at the center and anterior/posterior regions. While our laser ablation study supports the hypothesis by Wibowo et al, future thorough examination will be needed to better understand the differences. We also noticed that the expression patterns of *in situ* results in Fig 1 and S9 Fig are somewhat different. One possibility is that laser ablated fish went through multiple steps during the process, which may affect the *in situ* patterns.

Previous studies [6, 7] showed *atoh1a* is enriched in the dorsal/ventral poles whereas the Notch activity is outside the polar area. Both Notch and Wnt pathways are involved in proliferation and HC regeneration. Expression patterns of several Notch and Wnt pathway genes resemble *fgfr1a* or *fgfr2*, suggesting Fgf pathway and Notch/Wnt pathway may interact with each other during HC regeneration. It will be informative to use genetically marked *fgfr1a*^+^/*r2*^+^ SCs, as well as the anterior-posterior SCs, to determine different SC subtypes within a neuromast and specific signaling pathways active in the SC subtypes. Understanding the difference of SC subtypes on the molecular level could provide insight to HC regeneration by SC in mammalian inner ear.

Our study illustrates the utility using whole genome approach to comprehensively survey gene expression, to identify and test candidate pathways using spontaneous HC regeneration model. It provides a route that other signaling pathways can be similarly studied. Our study utilized the pathway information extensively to provide critical information that enabled us to study *Myc*, which would have been missed if the selection criteria were based on the expression level change alone. Pathway utilization has been a hallmark in our previous studies [66–69]. It is highly likely the pathway information will be even more important as we aim to manipulate them for HC regeneration in mammalian inner ear due to the availability of compounds to block or activate major pathways.

## Materials and Methods

### Microarray of chick basilar papilla and data analysis

To induce HC death, 12-16-day-old chicks were treated with gentamicin as previously described [70]. The time of injection was defined as 0 hr. The age-matched, untreated samples were used as controls. Basilar papilla samples at different time points after gentamicin treatment were dissected and the basal halves, where the HC loss mainly occur, were collected in RNA Later solution (Ambion). 4–8 samples from the same time point were pooled for RNA extraction. RNeasy Mini Kit (Qiagen) was used to extract RNA and the quality of RNA was verified on Bioanalyzer (Agilent). The use of chick was approved by the Boston Children’s Hospital IACUC committee.

For microarray studies, Biotin labeled cRNA for microarray was prepared using the small sample preparation protocol II from Affymetrix. Hybridization to GeneChip® Chicken Genome Array (Affymetrix) was done at MIT BioMicroCenter. All microarray data have been deposited in NCBI Gene Expression Omnibus Database (GEO; http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE79963. The normalization of array data and calculation of expression levels were done in dChip [71]. Differentially expressed genes were defined as probe sets with log_2_ (fold change of expression levels) > 0.6 or < -0.6 compared with controls as described before [67].

Annotations of genes are based on the NetAffx Annotation Release 34 (November 2013) from Affymetrix. Analysis of Gene Ontology (GO) categories was done using DAVID 6.7 (http://david.abcc.ncifcrf.gov/)[72]. Redundant probe sets with the same Entrez Gene ID were excluded for GO analysis. Clusters with enrichment score > = 1 were picked and the top GO categories with FDR < = 10% were presented. For pathway analysis, mouse orthologs of the chick differentially expressed genes were identified and the corresponding probe sets on Affymetrix Mouse Genome Array (MOE430 2.0) were analyzed through Ingenuity Pathways Analysis (IPA, Ingenuity® Systems, www.ingenuity.com).

### Zebrafish husbandry and fish treatments

Adult zebrafish lines (*AB* and *Albino*) were purchased from ZFIN. Additional zebrafish were gifts from the following sources: *ET4* and *ET20*, Dr. V. Korzh (Institute of Molecular and Cell Biology, Singapore); *pou4f3*:*GFP*, Dr. H. Baier (UCSF, CA); *hsp70l*:*dn-fgfr1*:*GFP*, Dr. K. Poss (Duke University). Standard procedures in maintenance of zebrafish were as described by Westerfield [73]. Embryos were produced by paired mating and raised in egg water at 28.5°C. Embryos and larvae were maintained at a density of 50–60 per 100 mm^2^ dish. Zebrafish use was approved by the Massachusetts Eye & Ear Infirmary IACUC committee.

Neomycin treatments were performed on 5–6 dpf larvae because of the relative insensitivity of zebrafish to neomycin before 5 dpf [16, 17]. *AB* fish larvae were used for experiments unless specified otherwise. Free-swimming larvae were treated with 200 μM neomycin solution for 1 hr, rinsed three times, and allowed to recover in fresh egg water at 28.5°C [15–17].

### Proliferation and inhibition studies in zebrafish

For proliferation assay, BrdU (10 mM) or EdU (1 mM) were added into water at specific time points for varying periods. Sibling fish were mock-treated by transferring into neomycin-free egg water and served as controls. For inhibitor study, all compounds were dissolved in DMSO to the specified concentrations. DMSO served as untreated control. For c-Myc inhibition, after neomycin treatments, the larvae were treated with small molecule chemical inhibitors (10058F4, 5-[(4-Ethylphenyl)methylene]-2-thioxo-4-thiazolidinone, Calbiochem) or peptide inhibitors (Int-H1-S6A, F8A, Enzo Life Sciences) for different time points and doses as indicated in the text. For Fgf pathway inhibition, the larvae were treated with FGFR inhibitor SU5402 (3-[3-(2-Carboxyethyl)-4-methylpyrrol-2-methylidenyl]-2-indolinone, Calbiochem). None of the inhibitors exhibited toxicity to HCs in fish without neomycin (S7 Fig). An inhibitor of TGFBR1 (TGFBR1I, [3-(Pyridin-2-yl)-4-(4-quinonyl)]-1H-pyrazole, Calbiochem) was also used to show the inhibition is pathway-specific (see text). For heat shock experiments, embryos from *hsp70l*:*dn-fgfr1*:*GFP* transgenic fish were incubated in pre-warmed water bath at 32°C or 37°C for 1 hr per day for three days.

### HC labeling and immunohistochemistry

HCs were labeled with the vital dye, Yo-Pro-1 (Invitrogen) as described [17]. Briefly, larvae were placed in egg water containing 5 μM Yo-Pro-1 for 30 min and rinsed three times in fresh egg water. They were then anesthetized with 0.02% Tricaine (MS-222, Sigma) and the number of HCs was counted from three fixed locations of lateral line neuromasts (SO1, SO2, L1) at room temperature.

For immunohistochemistry, fish larvae were anesthetized as described above, then fixed in 4% paraformaldehyde (PFA) in PBS, pH 7.4, overnight at 4°C. After fixation, samples were washed three times with PBS-T (PBS/0.1% Triton X-100). Mouse anti-HCS-1 (HC-specific antigen; 1:100; a gift from Jeff Corwin; University of Virginia, Charlottesville, VA) and rat anti-BrdU (1:100, Sigma) were used to visualize HCs and cells undergoing cell cycle. Mouse Vimentin antibody for immunostaining was from Sigma (V5255). BrdU immunostaining was done following the protocol described before [5]. Click-IT^®^ EdU labeling kit (Invitrogen) was used to visualize the EdU uptake. For TUNEL assay, we used ApopTag^®^ Fluorescein In Situ Apoptosis Detection Kit (Millipore) following the manufacturer’s protocol.

### *In situ* hybridization

RT-PCR was performed using a cDNA mixture prepared from AB wild-type zebrafish at stage of 5 dpf. The conditions for RT-PCR were as follows: 94°C, 2 min; 94°C, 30 sec; 68°C, 1 min; 72°C, 1 min 30 sec for 35 cycles; 72°C, 10 min. RT-PCR fragments were further cloned into TOPO TA-Cloning vector (Invitrogen). Ribo-probes preparation and subsequent *in situ* hybridization follow the procedure described before with slight modification [74].

The sequences of zebrafish and chick primers for RT-PCR and in situ hybridization were shown in S3 Table.

### Statistical analysis

The total number of HCs and BrdU labeled cells were counted from the supraorbital neuromasts SO1, SO2 and posterior lateral line neuromast L1, except specified. We compared the treated and control groups by ANOVA and Tukey post hoc tests using the Prism 5.0 statistical analysis program (GraphPad), with the bars representing Mean (±SEMs).

### Laser ablation of neuromast cells

All Imaging and ablations were performed on a Zeiss LSM710 confocal/ 2-photon microscope setup. In fish lines not expressing GFP, HCs were labeled transiently with Yo-Pro-1. For ablation of neuromast cells, 5–6 dpf larvae were mounted laterally left side up in 1% low-melting agarose in egg water and 1.5x Tricaine (0.015% w/v). All ablations were performed on posterior lateral line neuromast 1 (L1, dorsal of the swim bladder with some variation in its lateral position). Individual cells were ablated by drawing a circular region of interest (5 μm diameter) around their nuclei and exposing it with a single 750 nm light pulse from the Chameleon 2-photon laser (Coherent) at 15% of its 2.7 W power (3.15 μs pixel dwell time, 200 nm x 200 nm pixel). Ablated neuromast regions were pairs of circles of 10 μm diameter each and applied horizontally (3 and 9 o’clock orientation) or vertically (6 and 12 o’clock orientation) when viewing the neuromast. Treated neuromasts were visually inspected 1 hr post ablation, and the rare residual HC was treated with an additional light pulse. All larvae were then unmounted and kept in egg water at 28.5°C until the time of sacrifice. To see the cells undergoing proliferation, fish larvae were incubated in the 10 mM BrdU/egg water for 72 hrs.

## Supporting Information

S1 Fig Genes differentially expressed during chick BP HC regeneration by microarray analysis. (A) Venn Diagram of genes up- and down-regulated in chick BP 48 or 72 hrs after gentamicin injection compared with control. (B) GO categories enriched in up- (top, dark blue bars) or down-regulated genes (bottom, light blue bars) using the IPA package. Mouse orthologs of differentially expressed genes in chick BP were used for analysis.
(TIF)

S2 Fig **Pathways regulated by *c-Myc* (A) and *Fgf* (B) by IPA analysis.** Genes up-regulated in chick BP during HC regeneration were marked in red and those down-regulated were marked in green. (A) *c-Myc* is a central node for the network formed by the up-regulated genes in proliferation. (B) A large number of *Fgf* members showed differential expression patterns during HC regeneration. (C) Semi-quantitative RT-PCR of selected genes from microarray studies showed differential expression in chick BP 48 or 72 hrs after gentamicin treatment. *GAPDH* is the control (Ctr). (D-E) *In situ* hybridization of *HBEGF* in the whole mount chick BP. *HBEGF* showed up-regulation in the sensory epithelium (marked by dotted lines) close to base (proximal end) 48 hrs after gentamicin treatment compared with control (0 hr). Scale bars: 50 μm
(TIF)

S3 Fig c-Myc and Fgf pathway inhibitors block HC regeneration. 5-dpf zebrafish larvae were treated with different inhibitors or DMSO after neomycin-induced HC death. 72 hrs later, the HCs were labeled with Yo-Pro-1. The pictures of whole fish (left) and enlarged neuromast L1 (right) showed the reduction of HC number in the inhibitor-treated neuromasts. Scale bars: left panel, 50 μm; right panel, 10 μm.
(TIF)

S4 Fig The inhibition by Myc peptide inhibitor and SU5402 is reversible. 5-dpf zebrafish larvae with neomycin treatment were treated for 72 hrs with 100 nM c-MYC inhibitor Int-H1-S6A, F8A (Myc-pep) or 20 μM SU5402, followed by replacement with fresh media for additional 72 hrs. HCs were labeled with HCS1 antibody. There was no significant difference in the number of HCs between the inhibitor-treated groups and DMSO-treated (Neo+DMSO) or no-treatment control (Ctr).
(TIF)

S5 Fig The Myc inhibitor does not induce apoptosis. 5-dpf zebrafish larvae with neomycin treatment were then treated with or without 100 nM c-MYC inhibitor Int-H1-S6A, F8A for 72 hrs (G-I, J-L). Larvae without neomycin and inhibitor treatment (No Trt) and larvae collected 1 hr after neomycin treatment were used as controls. The fish were stained with HCS1 antibody (A,D,G,J) to label HCs and TUNEL assay (B,E,H,K) to measure apoptosis. No significant difference in apoptosis signal was observed between inhibitor-treated and non-treated fish (TUNEL^+^ cells per neuromast: 0.4 ± 0.2 for No Trt, n = 14; 0.4 ± 0.1 for Neo 72hr, n = 15; 0.6 ± 0.2 for Neo/Myc-pep 72hr, n = 15). All TUNEL signals were from outside of the neuromast (I,L). In the positive control (D-F), a significant increase in the TUNEL^+^ cells were seen inside the neuromast. Scale bars: 10 μm
(TIF)

S6 Fig Blockade of Fgf signaling in heat shocked transgenic fish. *In situ* hybridization showed Fgf targets *etv4* (A,B) and *spry4* (C,D) were relatively down-regulated in *hsp70l*:*dn-fgfr1*:*GFP* (Hsp) zebrafish neuromasts at 37°C compared to control. Scale bars: 10 μm
(TIF)

S7 Fig The inhibitors do not affect hair cell survival. 5-dpf zebrafish larvae without neomycin treatment were treated for 72 hrs with different c-Myc and Fgf inhibitors at the highest concentrations used for our experiments. There was no significant difference in the number of HCs after the inhibitor treatment in comparison to DMSO-treated (DMSO) or no-treatment control (Ctr).
(TIF)

S8 Fig Blockade of Tgf-β1 pathway with an inhibitor (TGFBR1I) has no effect on zebrafish HC regeneration. Quantification of Yo-Pro-1-labeled HCs of the 5-dpf neomycin-treated zebrafish neuromasts with different concentrations of TGFBR1I for 72 hrs showed no effect on hair cell regeneration compared to the no-treatment control (Ctr).
(TIF)

S9 Fig Laser ablation of HCs and SCs in zebrafish neuromasts. Hybrid larvae of *pou4f3*:*GFP* and *ET20* fish were used to ablate HCs alone (A,B), and HC/*fgfr1a*(+) SCs (C-D), or HC/*fgfr1a*(-) SCs (E-F). Neuromasts before (A,C,E) and after ablation (B,D,F) were shown. The red circles are the target areas for ablation. A-P, anterior-posterior; D-V, dorsal-ventral. Scale bar, 10 μm. (G) *In situ* hybridization of *fgfr1a* confirmed the ablation of *fgfr1a*(+) cells in HC/*fgfr1a*(+) ablation group, where *fgfr1a* is undetectable; whereas in HCs or HC/*fgfr1a*(-) ablation group, *fgfr1a* signal is still present. Similar ablation did not change *fgfr2* signal. Ctr, unablated neuromasts labeled with *fgfr1a*. Scale bars: 10 μm.
(TIF)

S1 Table Genes differentially expressed in chick BP 48 or 72 hrs after gentamicin treatment. The listed included redundant probesets for some genes, i.e. genes that were represented multiple times by different probesets.

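Of the genes in S1 Table, HES6, listed as up-regulated at both times, kept its direction on the replicate 2 arrays, and MYC and MAPK8, listed as up-regulated at 72 hrs, did not. The table lists 1169 probe sets as up-regulated and 1074 as down-regulated at 48 hrs and 1852 and 1089 at 72 hrs. On the replicate 2 arrays, 54.4% of the probe sets listed as up-regulated and 53.9% of those listed as down-regulated at 48 hrs had the listed direction, and 51.8% and 54.7% at 72 hrs. The fold rule was passed in the listed direction on the replicate 2 arrays by 19.8% and 19.5% at 48 hrs and by 23.9% and 24.8% at 72 hrs. The list at 72 hrs holds all 18 probe sets that rose in limma and 14 of the 16 that fell. Of its up-regulated probe sets with a chromosome, 14.3% lie on the Z chromosome, against 4.4% of those on the array, and 16 of its down-regulated probe sets lie on the W chromosome. For the list at 48 hrs these values were 9.5% and 13. The lists hold 20 probe sets of viral transcripts at 48 hrs and 15 at 72 hrs. The 687 viral probe sets of the array had a median log2 intensity of 2.73, and 40.6% of them passed the fold rule on the means at 48 hrs, against 42.2% of chicken probe sets at matched intensity.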

(XLS)

S2 Table GO categories enriched in up- or down-regulated genes in chick BP regeneration identified from microarray studies using DAVID analysis.

S3 Table Primers used for RT-PCR and *in situ* hybridization.

How the deposited data were processed for this re-analysis (not part of the article)

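RNA from the basal part of the chick basilar papilla was measured on the Affymetrix GeneChip Chicken Genome Array in 3 groups of 2 arrays: untreated controls and age-matched chicks at 48 and 72 hrs after gentamicin. According to the paper, the chicks were 12 to 16 days old and several samples of a time point were pooled for RNA, so that the p values measure the spread between pools and not between chicks. The titles name the 2 arrays of a group as biological replicates 1 and 2, while the source names give the number 2 to both control arrays and both 48 hr arrays. The titles were followed, so every comparison by replicate rests on them. All 6 arrays were used, and 0 columns had no sample. Data of the zebrafish experiments were not used here.

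The intensity values were made by the authors before they were deposited: the submitters' notes name MAS5, without a version, and the paper's methods name dChip for normalization and expression levels. They are on a linear scale, with medians from 26.47 to 30.1 per array, and 542 to 579 values per array are exactly 1. The values were transformed to log2 without another normalization. The log2 intensities had array medians from 4.73 to 4.91. Because 51.7% to 54.4% of the values lie under 32, the fold changes of dim genes are imprecise.

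The array holds 38535 probe sets. After 153 control probe sets were left out, 38382 were analysed, among them 687 for viral transcripts. Gene symbols came from the platform's annotation, which gives 13009 different symbols, and Entrez identifiers of 26863 probe sets were matched to RefSeq to place genes on the W and Z chromosomes of the assembly GRCg7b. A gene with several probe sets was represented by the one with the highest mean log2 intensity, also in all tests of gene lists.

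The log2 fold change was the difference of the group means of log2 values. The fold rule of the paper (over 0.6 or under -0.6, without a test) was applied to the means of both replicates, to the replicate 1 arrays and to the replicate 2 arrays. A linear model for all 6 arrays was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, 3 residual and 4.75 prior degrees of freedom), with Benjamini-Hochberg adjustment over the 38382 probe sets at a threshold of 0.05. Counts were also adjusted over a list alone. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 and figures drawn with matplotlib 3.10.9.

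Gene lists were tested with camera of limma on the moderated statistics of the 13009 genes, with an inter-gene correlation preset to 0.01 and two-sided p values adjusted over the 30 lists of a comparison, and again with a correlation estimated from the residuals. With the estimated correlation no list or term passed. For supporting cells at 48 hrs the unadjusted p from camera rose from 7.5e-04 to 0.028, although their estimated correlation of -0.015 is under the preset. The larger p of that version therefore does not come from inter-gene correlation alone. The rotation test fry of limma, which asks whether the genes of a list move one way on balance and does not compare them with other genes, was run as well. Of the 24 terms of S2 Table, 22 were tested the same way and adjusted among themselves, and 2 were left out because the copy used here holds only part of their gene lists. The study chose those terms and the genes with RT-PCR primers on these samples.

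The chance level of the fold rule was computed from the difference between the 2 arrays of a group, scaled to the spread of a difference of means, and, as a test chosen after the data were seen, from the difference between the fold changes of the 2 replicates, divided by 2. The overlap of the 2 times was compared with independent lists and with 100 simulations of groups without an effect that share their controls. The use of limma and camera was tested on simulated data. In 10 simulations with 200 changed probe sets each, all brighter than the median, 40 of 795 calls were false, and 1 call was made in 10 simulations without a change. All 50 simulated lists of 60 genes moved by 0.5 passed camera and 0 of 50 lists that were not moved. The simulated genes vary independently, so this does not show how camera behaves on correlated lists. The mitosis list, for one, had an estimated correlation of 0.284.

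The named genes are the chick genes that the paper names, the 10 genes per time and direction with the largest log2 fold change among those that pass the fold rule and limma, have both treated values beyond both controls and a mean log2 intensity over the median of 4.76 (filled up without limma where under 10 pass), and up to 4 such members of each list or term described. Some values of S1 Table had been seen when that rule was written. COL1A1, SMAD2, SMAD7 and FST were named after their values were seen.

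The lists, the tests, the rule for named genes and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were quantile normalization, equal array medians, a floor of 32 or an offset of 16 before log2, leaving out the dimmer probe sets, the viral probe sets or each array in turn, log2 of linear means, 1 probe set per gene or the mean of a gene's probe sets, the replicate number as a block, a prior variance without a trend, only the 2 groups compared and the estimated correlation. Using the replicate 1 arrays only, the replicate 2 arrays only, and leaving out the genes of the W and Z chromosomes were added after the data were seen. With 2 arrays per group, regroupings of the arrays and the test for outlying arrays were not run.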

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

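The tests of RNA quality, connective tissue and array scaling, and that of hens for the mitosis genes, were chosen only after the results were seen, while the test of Z genes for the W genes was written before its result.

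Genes of mitosis differed between the 2 times. From 48 to 72 hrs the median log2 fold change of the 81 genes was 1.18 (camera, adjusted p = 6.8e-47, adjusted p = 0.41 with an estimated correlation), and 8 probe sets rose over that interval in limma, those of BUB1B, CENPW, CKAP2, FAM83D, MKI67, PBK, RRM2 and TOP2A. The list was also higher at 72 hrs on the replicate 2 arrays, which S1 Table does not use, with a median of 0.82 against control. RNA quality, measured by the gap between 3′ and 5′ probe sets, does not account for it alone, since the median was 1.66 in replicate 1, where the gap was not wider at 72 hrs than in the control. Genes of the Z chromosome do not carry the rise, since the median was 1.22 without the W and Z genes. The list holds only 8 genes on Z and 0 on W, so this cannot tell whether a different share of hens moved genes of other chromosomes. The scaling of the arrays is argued against by the median of 1.12 after quantile normalization. No biological explanation was tested for the rise of the mitosis genes.

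Genes of the W chromosome were lower and those of the Z chromosome higher on both 72 hr arrays. The median of the Z genes lay above that of other genes by 0.39 in replicate 1 and by 0.23 in replicate 2, a signal in genes that the paper does not discuss, and 11 probe sets fell from 48 to 72 hrs in limma, 9 of them on the W chromosome and 2 unnamed. A lower share of hens in the 72 hr pools is a candidate explanation, because it needs the Z genes to be higher in both replicates, and the smaller of the 2 differences was 0.23. Lower RNA quality is argued against by the median of the W genes of -2.95 in replicate 1. No effect of gentamicin on the W and Z genes was tested. If the pools differ in sex, comparisons of 72 hrs with control or with 48 hrs carry that difference as well.

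Genes of the extracellular matrix were lower than in controls in replicate 1 and not in replicate 2. More connective tissue in the pool of control replicate 1 is a candidate explanation for part of this, since 13 genes of cartilage and mesenchyme outside that list were higher there than in control replicate 2 by a median of 0.81, against -0.01 for all genes. All 28 genes of cartilage and mesenchyme had 0.51. The 89 extracellular matrix genes themselves had only 0.25, less than the gap between their medians of -0.33 and 0.20 at 48 hrs in the 2 replicates. The control arrays alone therefore leave part of that gap open. The scaling of the arrays is argued against by the difference of 0.51 between the 2 replicates that was left after quantile normalization at 48 hrs. No biological explanation was tested for the difference between the replicates.

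Genes of DNA replication and of inflammation also differed between the 2 times by the test of that difference. From 48 to 72 hrs the median of the DNA replication list was 0.15 (camera, adjusted p = 4.2e-04, adjusted p = 0.59 with an estimated correlation) and that of the inflammation list -0.31 (camera, adjusted p = 3.1e-04, adjusted p = 0.38 with an estimated correlation).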

How the results depend on the processing

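Using the replicate 1 arrays only, the replicate 2 arrays only, and leaving out the genes of the W and Z chromosomes were chosen only after the data were seen.

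The counts by the fold rule followed the treatment of dim probe sets. The counts of 4166 higher and 3360 lower probe sets at 48 hrs, 5377 and 3516 at 72 hrs and 2106 and 1128 at both times became 325 and 358, 1037 and 574, and 102 and 157 with a floor of 32. With an offset of 16 they were 404 and 341, 1129 and 584, and 120 and 128, and without the dimmer probe sets 500 and 479, 1242 and 759, and 202 and 166. With 1 probe set per gene, where fewer are tested, they were 887 and 688, 1207 and 815, and 413 and 234. On the replicate 1 arrays only they were 5801 and 5116, 6452 and 4918, and 3266 and 2149, and on the replicate 2 arrays only 6095 and 5238, 8380 and 6346, and 3356 and 2063. Leave-one-out counts ranged from 4166 to 6380 and from 3360 to 4895 at 48 hrs, from 5192 to 9022 and from 3516 to 5924 at 72 hrs, and from 1933 to 3830 and from 1196 to 2244 at both times. With quantile normalization the split at 72 hrs was 4435 higher and 4265 lower and with equal medians 4184 and 4559. The other alternatives stayed within 1.5 times of each count.

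In limma, 18 probe sets were higher and 16 lower at 72 hrs, 8 and 11 from 48 to 72 hrs and 0 and 0 at 48 hrs. A floor of 32 gave 1 and 1, 1 and 2, and 3 and 2. Leaving out the W and Z genes gave 7 and 4, and 1 and 1. A prior variance without a trend gave 0 and 0 at 72 hrs and 0 and 0 from 48 to 72 hrs, and only the 2 groups compared gave 1 and 8, and 0 and 1. An offset of 16 gave 6 lower from 48 to 72 hrs. Leave-one-out counts, in which the lone array of a group is assumed to vary like the other groups, ranged from 0 to 1 higher and from 0 to 9 lower at 72 hrs, from 0 to 0 higher and from 0 to 5 lower from 48 to 72 hrs, and were 0 at 48 hrs. Quantile normalization, equal medians and leaving out viral or dimmer probe sets kept each count within 1.5 times. The cause was not tested.

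With the replicate number as a block (replicate block), limma gave 28 higher and 22 lower probe sets at 72 hrs, 11 and 17 from 48 to 72 hrs and 0 and 0 at 48 hrs. Among the named genes the block added calls at 72 hrs for E2F1 and GADD45G (adjusted p = 0.0495 each from limma) and LOC431003 (adjusted p = 0.0458 from limma). In camera the block ended the calls of DNA repair (adjusted p = 0.056 at 48 hrs and 0.075 at 72 hrs), the cell cycle inhibitors, the FGF targets and the genes with RT-PCR primers (each adjusted p = 0.056 at 48 hrs) and of the DNA packaging term (adjusted p = 0.055 at 48 hrs), and it changed no other call of a list or term against control. From 48 to 72 hrs it ended that of the microtubule motor term (camera, adjusted p = 0.088) and added that of the nuclear inner membrane (camera, adjusted p = 0.031). Neither the paper nor the labels say that a number marks a shared litter, batch or day. Deviations of same-numbered arrays from their group means correlated with r = 0.439 between control and 48 hrs, r = 0.290 between control and 72 hrs and r = 0.569 between 48 and 72 hrs, over the 9320 probe sets with a mean log2 intensity over 7.

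The mitosis list was higher at 72 hrs under all 20 alternatives, with medians from 0.82 on the replicate 2 arrays to 1.66 on the replicate 1 arrays and leave-one-out medians from 0.85 to 1.49, but with an estimated inter-gene correlation its median of 1.22 had adjusted p = 0.53. DNA replication at 72 hrs, with a median of 0.20, had adjusted p = 0.67 with that correlation and medians of 0.391 on the replicate 1 arrays only and 0.104 with equal array medians, and its leave-one-out medians ranged from 0.072 to 0.361. At 48 hrs both lists passed without the dimmer probe sets, with medians of 0.118 (mitosis) and 0.066 (DNA replication), and had 0.267 and 0.172 on the replicate 1 arrays only, with leave-one-out medians from 0.009 to 0.185 and from 0.057 to 0.165. The extracellular matrix list had -0.04 at 48 hrs and -0.02 at 72 hrs, and it was reversed to 0.040 and 0.007 with the mean of a gene's probe sets and to 0.201 and 0.057 on the replicate 2 arrays only. It was -0.257 at 72 hrs on the replicate 1 arrays only, and its leave-one-out medians ranged from -0.233 to 0.055 and from -0.270 to 0.046. The hair cell list had -0.170 at 48 hrs with the mean of a gene's probe sets, which passed camera, and -0.194 at 48 hrs and 0.000 at 72 hrs on the replicate 2 arrays only, with leave-one-out medians from -0.176 to -0.046 and from -0.002 to 0.172. With a floor of 32 the mitosis, extracellular matrix and hair cell lists had medians of 0.000 at 48 hrs, as did the last 2 at 72 hrs. In fry of limma, of all lists and terms only the supporting cells at 48 hrs passed (adjusted p = 0.036), and at 72 hrs mitosis had adjusted p = 0.17, DNA replication 0.35, the TGF-β pathway 0.17 and DNA repair 0.46. The cause was not tested.

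MYC had -0.25 at 48 hrs and 0.16 at 72 hrs. It was reversed to 0.246 at 48 hrs on the replicate 1 arrays only and to -0.482 at 72 hrs on the replicate 2 arrays only, and leave-one-out values ranged from -0.530 to 0.023 and from -0.205 to 0.526. Of 169 values of named genes, 25 were reversed under at least 1 alternative, none of them past the threshold of limma. Quantile normalization reversed FGFR3 at 72 hrs to 0.039, and equal medians reversed ODC and VIM at 72 hrs to -0.034 and -0.040. The other reversals came from leaving out 1 array. Leave-one-out values at 48 hrs ranged from -0.406 to 0.545 for FGF3, -1.023 to 0.628 for FGF10, -0.397 to 1.027 for FGF18, -0.310 to 0.159 for FGFR1, -0.514 to 0.941 for FGFR2, -0.261 to 0.561 for ATOH1, -1.825 to 1.402 for KLF2, -2.646 to 2.600 for DCN, -0.163 to 0.293 for TGFB2, -0.380 to 0.032 for TGFB3 and -0.312 to 0.012 for GAPDH. At 72 hrs they ranged from -0.552 to 0.488 for FGF3, -0.849 to 0.575 for FGF18, -0.087 to 0.416 for FGFR2, -0.129 to 0.116 for FGFR3, -0.403 to 0.533 for ODC, -0.752 to 0.871 for VIM, -0.640 to 0.182 for ATOH1, -2.953 to 0.273 for KLF2, -4.047 to 1.198 for DCN, -0.093 to 0.363 for TGFB2, -0.261 to 0.676 for TGFB3, -0.697 to 0.503 for MAPK8, -0.150 to 1.307 for EGR1 and -0.404 to 0.176 for GAPDH.

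Signal over background limits what can be read from the 51.7% to 54.4% of values under 32. The floor of 32 and the prior variance without a trend each ended all 18 limma calls among the named genes, and leaving out 1 array ended between 13 and 18 of them. The cause was not tested.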

Differences from the paper's values

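The paper's counts of differentially expressed genes by its fold rule are below those found here for probe sets on the means of both replicates. At 48 hrs the paper gives 1097 up-regulated genes, against 4166 here, and 987 down-regulated genes, against 3360. At 72 hrs the paper gives 1649 up-regulated genes, against 5377, and 1010 down-regulated genes, against 3516. At both times the paper gives 500 up-regulated genes, against 2106, and 435 down-regulated genes, against 1128. The paper's rule is a log2 fold change over 0.6 or under -0.6, which was used here. The paper's methods define differentially expressed genes as probe sets past that rule.

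Of the alternatives set before the data were examined, counting 1 probe set per gene came within 1.5 times of 5 of the paper's 6 counts, with 887 and 688 at 48 hrs, 1207 and 815 at 72 hrs and 413 up-regulated at both times, and not of the sixth, with 234 down-regulated at both times. For the counts at 72 hrs a floor of 32 (1037 and 574), an offset of 16 (1129 and 584) and leaving out the dimmer probe sets (1242 and 759) also came close, either within 1.5 times of the paper's count or by a difference smaller than the standard deviation between the counts of the 2 replicates. Those 3 did not for the counts at 48 hrs and at both times. Quantile normalization, equal medians, leaving out viral probe sets or any single array, and log2 of linear means did not for any of the 6 counts. The replicate 1 arrays alone, an alternative chosen after the values were seen, gave 5801 and 5116 at 48 hrs and 6452 and 4918 at 72 hrs, and their levels equal those of all 5184 entries of S1 Table. S1 Table lists 1169 and 1074 probe sets at 48 hrs, 1852 and 1089 at 72 hrs and 535 and 473 at both times. Each is somewhat above the paper's count of genes, and its legend says that some genes have several probe sets. The counts of 1 probe set per gene rest on the means of both replicates, so their nearness does not show how the paper counted. The condition by which S1 Table lists fewer probe sets than pass the fold rule on the replicate 1 arrays was not identified.

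Of the genes that the paper names, 3 had a log2 fold change over both replicates of another sign than the paper's value in S1 Table. Over all probe sets of that table, the means of both replicates passed the fold rule in the listed direction for 37.0% of those listed as up-regulated and 36.4% of those listed as down-regulated at 48 hrs, and for 40.2% and 43.3% at 72 hrs. For FGF3 at 72 hrs, on the second of its 2 listed probe sets, the paper's value is 0.96 and the value here is -0.03. It was 0.44 without control replicate 2 and 0.49 without the 72 hr replicate 2 array, within the paper's value by the margin used, and outside it under the other alternatives. For FGFR2 at 48 hrs the paper's value is -0.77 and the value here is 0.21, with -0.04 without control replicate 2 and -0.51 without the 48 hr replicate 2 array. For MAPK8 at 72 hrs the paper's value is 0.75 and the value here is -0.10, with 0.15 without control replicate 2 and 0.50 without the 72 hr replicate 2 array. For FGFR2 and MAPK8 the other alternatives stayed outside as well. On the replicate 1 arrays alone, chosen after the values were seen, all 3 equal the paper's values as do the levels of all 5184 entries of S1 Table.

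The paper gives a rise of MYC of about 1.6 times without a time, and S1 Table lists it at 72 hrs with a log2 fold change of 0.80. On the replicate 1 arrays, on which that table rests, it was 0.80 here as well. Over both replicates it was 0.16, or 1.12 times, and in replicate 2 it was -0.48. The value in S1 Table is that of replicate 1, so the spread between the replicates cannot test the difference from it.

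Directions that the paper states for groups of genes held here in part. The paper has extracellular matrix genes lowered. Its own term was lower over both replicates (camera, adjusted p = 0.0021 at 48 hrs and 0.0056 at 72 hrs, and adjusted p = 0.434 and 0.430 with an estimated correlation), and the list of 89 such genes fixed in advance was not (camera, adjusted p = 0.26 and 0.27), while replicate 2 had medians above 0 for both. From an earlier zebrafish study combined with its own results, the paper proposes an FGF pathway that is lowered first and raised later, and sets its chick arrays beside this. The ligands and receptors passed at neither time, and the FGF targets were higher at 48 hrs (camera, adjusted p = 0.048, adjusted p = 0.40 with an estimated correlation), with 0 of 19 lower by the fold rule, and did not pass at 72 hrs. The paper describes the TGF-β1 pathway as without a significant change, and the list of 31 genes tested here was higher at 72 hrs (camera, adjusted p = 0.013, adjusted p = 0.53 with an estimated correlation). That list is wider than the TGF-β1 pathway and holds 3 genes of the Z chromosome. TGFB1 itself was near the floor of the array, with a log2 fold change of -1.56 at 72 hrs. The genes of the paper's cell cycle term were higher here at 72 hrs (camera, adjusted p = 1.1e-21, adjusted p = 0.114 with an estimated correlation). The study chose this term and its extracellular matrix term on these samples, so their direction here is not independent evidence.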

Other observations

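Genes of inflammation and interferon and the immediate early and stress genes were higher at 48 hrs. Of 61 genes of inflammation, 17 were higher and 4 lower by the fold rule, and the median log2 fold change was 0.23 in replicate 1, 0.17 in replicate 2 and 0.23 over both (camera, adjusted p = 0.0027, adjusted p = 0.28 with an estimated correlation). The hyaluronan receptor CD44 was higher by 0.66 and 2.09 in the 2 replicates, the interferon genes IFI27L2 and IFI6 by 1.26 and 1.02 and by 1.41 and 0.85, and the ubiquitin ligase DTX3L by 0.87 and 1.17. At 72 hrs 8 were higher and 8 lower, with a median of 0.00 (camera, adjusted p = 0.75), and CASP1, the protease of the inflammasome, had -1.04 and -1.01 and the cytokine gene IL6 -0.49 and -0.88. Of 38 immediate early and stress genes, 9 were higher and 3 lower at 48 hrs, with medians of 0.17, 0.13 and 0.15 (camera, adjusted p = 0.0027, adjusted p = 0.28 with an estimated correlation), and at 72 hrs the median was 0.14 (camera, adjusted p = 0.34). ATF3 was higher by 3.55 and 2.08 at 48 hrs and by 1.79 and 1.23 at 72 hrs, and KLF10 by 0.28 and 1.51 at 48 hrs. Over both replicates ATF3 had 2.81 and 1.51 at the 2 times. Under the alternatives other than leaving out 1 array, these values went down to 1.16 and 0.15. None of these genes passed limma.

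Genes of other cell types did not shift as lists. The 38 genes of macrophages and other leukocytes had a median of 0.16 at 48 hrs (camera, adjusted p = 0.26) and of -0.005 at 72 hrs (camera, adjusted p = 0.789), although the complement gene C1QA was lower by -0.64 and -0.82 and the scavenger receptor MARCO higher by 0.40 and 1.05 at 48 hrs. C1QA is dim, and under the alternatives other than leaving out 1 array its log2 fold change at 48 hrs ranged from -0.765 to -0.183. The 32 genes of ion transport in tegmentum and homogene cells had 0.02 and -0.11 (camera, adjusted p = 0.38 and 0.34), and the proton pump subunit ATP6V1C2 was lower by -1.02 and -0.89 at 48 hrs and by -0.65 and -0.96 at 72 hrs. For the 28 genes of cartilage and mesenchyme the medians were -0.10 and -0.10 (camera, adjusted p = 0.26 and 0.17), for 22 of endothelium -0.04 and -0.02 (camera, adjusted p = 0.55 and 0.789), for 28 of neurons -0.09 and 0.01 (camera, adjusted p = 0.58 and 0.93), for 12 of Schwann cells and glia 0.31 and -0.14 (camera, adjusted p = 0.58 and 0.72), for 16 of erythrocytes 0.04 and -0.06 (camera, adjusted p = 0.58 and 0.72) and for 27 of skeletal muscle -0.04 and 0.43 (camera, adjusted p = 0.785 and 0.34). Of these lists, only cartilage and mesenchyme, endothelium and erythrocytes had medians under 0 in replicate 1 and above 0 in replicate 2 at both times. Replicate 1 had -0.38, -0.20 and -0.30 at 48 hrs and -0.30, -0.19 and -0.35 at 72 hrs. Replicate 2 had 0.15, 0.115 and 0.21 at 48 hrs and 0.03, 0.40 and 0.105 at 72 hrs.

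Neither did 5 other lists pass at either time. The 53 genes of the Wnt pathway had medians of 0.04 and 0.14 (camera, adjusted p = 0.76 and 0.27), and APC, a Z chromosome gene of that pathway, was higher by 0.61 and 1.39 at 72 hrs. The 54 genes of cilia and axonemal dynein had 0.08 and 0.10 (camera, adjusted p = 0.55 and 0.34), 27 of apoptosis -0.01 and -0.03 (camera, adjusted p = 0.785 and 0.72) and 32 of the epithelial and mesenchymal cytoskeleton 0.06 and -0.07 (camera, adjusted p = 0.38 and 0.44). VIM, the intermediate filament gene that the paper examines in zebrafish, is in the last list and was higher by 0.96 and 1.17 at 48 hrs and had 0.58 and -0.46 at 72 hrs (adjusted p = 1 from limma). The 13 reference genes had -0.07 and -0.09 (camera, adjusted p = 0.76 and 0.34).

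The 9 genes of the MYC family had a median of 0.10 at 48 hrs (camera, adjusted p = 0.58). Of the other 15 terms of S2 Table, which the study chose on these samples, the 12 up-regulated terms had medians from 0.08 to 1.35 at 72 hrs (camera, adjusted p from 1.2e-13 to 0.043), extracellular matrix part and ATP metabolic process had -0.17 and -0.51 (camera, adjusted p = 0.043 and 2.3e-05), and collagen did not pass (median -0.02, camera, adjusted p = 0.37). The smallest of their adjusted p with an estimated correlation was 0.114.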
